# Effects and Molecular Regulation Mechanisms of Salinity Stress on the Health and Disease Resistance of Grass Carp

**DOI:** 10.3389/fimmu.2022.917497

**Published:** 2022-06-06

**Authors:** Hong Fang, Yuan Yuan Yang, Xiao Man Wu, Si Yao Zheng, Yun Jie Song, Jie Zhang, Ming Xian Chang

**Keywords:** grass carp, salinity treatments, NOD-like receptor signaling pathway, NLRs, *F. columnare* infection

## Abstract

Though some freshwater fish have been successfully cultivated in saline-alkali water, the survival rates of freshwater fish are greatly affected by different saline-alkali conditions. The mechanisms of immune adaptation or immunosuppression of freshwater fish under different saline-alkali stress remain unclear. Here, grass carp were exposed to 3‰ and 6‰ salinity for 30 days. It was observed that salinity treatments had no obvious effects on survival rates, but significantly increased the percent of unhealthy fish. Salinity treatments also increased the susceptibility of grass carp against *Flavobacterium columnare* infection. The fatality rate (16.67%) of grass carp treated with 6‰ salinity was much lower than that treated with 3‰ salinity (40%). In the absence of infection, higher numbers of immune-related DEGs and signaling pathways were enriched in 6‰ salinity-treated asymptomatic fish than in 3‰ salinity-treated asymptomatic fish. Furthermore different from salinity-treated symptomatic fish, more DEGs involved in the upstream sensors of NOD-like receptor signaling pathway, such as NLRs, were induced in the gills of 6‰ salinity-treated asymptomatic fish. However in the case of *F. columnare* infection, more immune-related signaling pathways were impaired by salinity treatments. Among them, only NOD-like receptor signaling pathway was significantly enriched at early (1 and/or 2 dpi) and late (7 dpi) time points of infection both for 3‰ salinity-treated and 6‰ salinity-treated fish. Besides the innate immune responses, the adaptive immune responses such as the production of Ig levels were impaired by salinity treatments in the grass carp infected with *F. columnare.* The present study also characterized two novel NLRs regulated by salinity stress could inhibit bacterial proliferation and improve the survival rate of infected cells. Collectively, the present study provides the insights into the possible mechanisms why the percent of unhealthy fish in the absence of infection and mortality of grass carp in the case of *F. columnare* infection were much lower in the 6‰ salinity-treated grass carp than in 3‰ salinity-treated grass carp, and also offers a number of potential markers for sensing both environmental salinity stress and pathogen.

## Highlights

1. Salinity treatments affect grass carp health.
2. Salinity treatments increase the susceptibility of grass carp against *F. columnare* infection.
3. The adverse effects of salinity stress on grass carp were much lower in the 6‰ salinity-treated fish than in 3‰ salinity-treated fish.
4. NLRs regulated by salinity treatments may act as the sensors for environmental salinity stress.
5. The inhibited IgM and NLRs may correlate with mortality of grass carp with salinity treatments and *F. columnare* infection.

## Introduction

Saline-alkali water has the characteristics of high pH, high salinity, high alkalinity, and unstable proportion of major ions, which accounts for a considerable proportion of water resources in the world. China has about 1.5 billion mu of saline-alkali land, 690 million mu of low-lying saline and alkaline water, and saltwater water lakes that account for approximately 55% of total lake area. To utilize saline-alkali water and saline-alkali land to develop aquaculture is of great significance for improving comprehensive production capacity of saline-alkali water and soil resources. Some freshwater fish, such as crucian carp (*Carassius auratus gibelio*), grass carp (*Ctenopharyngodon idell*a), bighead carp (*Hypophthalmichthys nobilis*), medaka (*Oryzias latipes*) and channel catfish (*Ictalurus punctatus*), have been successfully cultivated in saline-alkali water. In 2012, the water quality standard for aquaculture in saline-alkali land was published for the first time in China. Due to the differences of chemical components in saline-alkali water, it was divided into three levels including class I, class II and class III saline-alkali water quality. Among them, class I saline-alkali water quality was suitable for freshwater fish, shrimp and crabs (1).

The tolerance of several common freshwater fish against salinity is different. The order of salinity tolerance of 5 freshwater fish is *Carassius auratus* > *Barbus capito* > *songpu mirror carp* > *C. idell*a > *Hypophthalmichthys molitrix* (2). Different freshwater fish species have different suitable range for saline-alkali concentration. Saline-alkali stress higher or lower than this range will affect the growth and survival of fish (3). Although many studies have examined the effects of saline-alkali stress on the osmotic regulation (4–6), changes in organizational structure (5), antioxidant system (7–9), immune system (10), energy metabolism (11), growth and survival in freshwater fish species, it still remains to lack a thorough grasp for sensing mechanisms of freshwater fish under environment salinity stress and pathogens. Pattern recognition receptors (PRRs) are known to play an essential role in sensing intracellular and extracellular products of various pathogens (12). PRRs-mediated signaling pathways such as NOD-like receptor (NLR) and Toll-like receptor (TLR) signaling pathways have been found to be regulated by salinity stress (13). Therefore, the identification and characterization of PRRs and PRRs-mediated signaling pathways involved in the sensing of both saline-alkali stress and pathogens are essential for revealing the mechanisms of immune adaptation or immunosuppression of freshwater fish under different saline-alkali stress.

In the past several years, high-throughput mass spectrometry (MS)-based metabolomics and sequencing techniques have been used to identify the responses of freshwater fish species exposed to different concentrations of saline-alkali stress. For Crucian carp (*Carassius carassius*), the metabolic changes in 7 key pathways, which include phenylalanine metabolism, glycine, serine and threonine metabolism, pyruvate metabolism, tyrosine metabolism, cysteine and methionine metabolism, aminoacyl-tRNA biosynthesis and butanoate metabolism, played a role in adaptation to extremely high alkalinity (14). For Nile tilapia (*Oreochromis niloticus*) in response to alkalinity stress, comparative transcriptome analysis revealed that the most significant pathway was energy metabolism (15). For Nile tilapia in response to salinity acclimation, significant changes in amino acid metabolism and synthesis, energy material utilization, protein synthesis and degradation, oxidation, and signal transduction have been found (3). Grass carp is an economically important freshwater fish in china, and can be cultivated in class I saline-alkali water. However the molecular regulation mechanism under different saline-alkali stress is still unexplored.

*Flavobacterium columnare* is a Gram-negative bacterium causing columnaris disease in a wide-range of freshwater fish. Previous studies have shown the immune response of grass carp to *F. columnare* infection. After *F. columnare* infection, TOR signaling was significantly activated, however ERK signaling was significantly inhibited (16). In grass carp immunized with *F. columnare*, the transcription and protein levels of IgM, IgZ and pIgR were up-regulated (17). In this study, the effects of different concentrations of salinity stress on the health and disease resistance of grass carp were investigated. The transcriptomic data between the untreated control fish and salinity-treated asymptomatic or symptomatic fish, together with the transcriptomic data between the untreated control and salinity-treated fish infected with *F. columnare* for 1, 2 and 7 days, were compared and analyzed to identify PRRs and PRRs-mediated signaling pathways involved in the sensing of both saline-alkali stress and pathogens. Our data showed that salinity stress influenced multiple immune related pathways, especially for NOD-like receptor signaling pathway. Furthermore, many fish-specific NLRC3-like and NLRP-like genes were identified to be pivotal in the sensing of saline-alkali stress and *F. columnare* infection. Our study enriches the knowledge about the function of fish-specific NLRs under environment salinity stress and pathogen infection.

## Materials and Methods

### Experimental Fish

Healthy grass carps (mean weight 10 ± 1 g) were obtained from Sichuan province, China. Fish were reared in 1000 L aquarium with temperature maintained at 25 ± 2°C. Fish were acclimated for two weeks and fed with a commercial pelleted diet at 3% body weight per day through-out the study. All animal experiments were conducted in accordance with the Guiding Principles for the Care and Use of Laboratory Animals approved by the Institute of Hydrobiology, Chinese Academy of Sciences.

### Cells, Bacterial Strain and Antibodies

CIK (*C. idellus* kidney) cells were grown in minimum essential medium (MEM) supplemented with 10% FBS. The wild type *F. columnare* strain and monoclonal antibodies against grass carp IgM, IgD and IgZ were obtained from professor Pin Nie’s lab (Institute of hydrobiology, Chinese academy of sciences). The anti-GAPDH monoclonal antibody (#60004-1-Ig) was purchased from Proteintech. Goat-anti-mouse Ig-HRP conjugate secondary antibody (#31430) was purchased from invitrogen.

### Salinity Treatment and Infection of Grass Carp

The salt concentrations (salinity) were prepared from a commercially available sea salt (DPZ301). According to the salinity of natural tidal flats (2-7‰), 330 fish were randomly divided into three groups, with the salinity concentration set as 0‰ (the untreated control group), 3‰ and 6‰ (pH 7.2-7.4). The healthy condition and the numbers of surviving fish were monitored daily for 30 days. During this period, new aquaculture water and sea salt were replaced regularly, once a week or so. Survival curves and percent of healthy fish were generated by GraphPad Prism 7. The log-rank test was used to test differences in survival rate and percent of healthy fish between the untreated control and salinity-treated groups. After 30 days of salinity stress, the gill tissues from three individuals each group were collected, and stored at -80°C used for transcriptome sequencing. For salinity-treated groups of 3‰ and 6‰, the gill tissues were separately collected both from asymptomatic and symptomatic fish.

After 30 days of salinity stress, 35 fish per group in triplicate were infected with 2.5×10^5^ pfu/ml *F. columnare* for 4 h in total volume of 35 L aquarium, and next maintained in 70 L barrel. At 1, 2 and 7 d post injection (dpi), 3 fish from each group were anaesthetized in 0.05% 2-phenoxyethanol, and the gills were collected for transcriptome sequencing. The gills collected at 2 dpi were also used for measuring bacterial burden, Western Blotting and quantitative real-time PCR (qRT-PCR) verification. For survival assay, the numbers of surviving fish were counted daily for 7 days. Survival curves were generated by GraphPad Prism 7. The log-rank test was used to test differences in survival between the control and salinity-treated groups infected with *F. columnare*.

### Bacterial Load

The gills from the control and salinity-treated groups infected with *F. columnare* were rinsed and lysed in 500 μL of PBS. Serial dilutions of homogenates were plated onto Shieh agar, and colony counts were performed after 24 h incubation at 28°C. The bacterial concentration was normalized with respect to the weight (in mg) of each sample, and calculated in CFU/ml.

### Histopathological Examination

After 30 days of salinity stress, the gill tissues of grass carp in the untreated control group and gill tissues from symptomatic and asymptomatic grass carp in 3‰ and 6‰ salinity-treated groups were taken and fixed in 4% paraformaldehyde solution at 4°C for 24h. The fixed gill tissues were processed through the conventional paraffin embedding technique, and sliced into 5 μm-thick tissue sections. Then the slides from 3 fish per group were subjected to Hematoxylin and eosin staining, sealed with neutral gum, observed and photographed with a Leica DM4 B upright microscope.

### RNA Isolation, cDNA Library Construction and Illumina Deep Sequencing

Total RNA was isolated using the TRIzol^®^ Reagent (Invitrogen) from gill tissues including the untreated control fish (con), 3‰-treated asymptomatic fish, 3‰-treated symptomatic fish, 6‰-treated asymptomatic fish, 6‰-treated symptomatic fish, the untreated control fish infected with *F. columnare* for 1 day (named as con at 1 dpi or G1dcon), 3‰-treated fish infected with *F. columnare* for 1 day (named as 3‰-treatment at 1 dpi or G1dP3), 6‰-treated fish infected with *F. columnare* for 1 day (named as 6‰-treatment at 1 dpi or G1dP6), the untreated control fish infected with *F. columnare* for 2 day (named as con at 2 dpi or G2dcon), 3‰-treated fish infected with *F. columnare* for 2 day (named as 3‰-treatment at 2 dpi or G2dP3), 6‰-treated fish infected with *F. columnare* for 2 day (named as 6‰-treatment at 2 dpi or G2dP6), the untreated control fish infected with *F. columnare* for 7 day (named as con at 7 dpi or G7dcon), 3‰-treated fish infected with *F. columnare* for 7 day (named as 3‰-treatment at 7 dpi or G7dP3), 6‰-treated fish infected with *F. columnare* for 7 day (named as 6‰-treatment at 7 dpi or G7dP6). CDNA library construction and illumina deep sequencing were performed according to the methods from our previous report (18). The TruseqTM RNA sample prep Kit (Illumina, California, USA) was used for creating mRNA-seq libraries. The clean high quality paired-end reads from all 15 samples for the uninfected grass carp and 27 samples for the grass carp infected with *F. columnare* were processed to produce a *de-novo* assembly with Trinity, respectively. To identify differentially expressed genes between the control and salinity-treated groups without or with the infection of *F. columnare*, the expression levels were measured by using numbers of fragments per kilobase of transcript per million fragments sequenced (FPKM). The raw reads were deposited in the SRA-NCBI database with the following accession numbers: GSE185170 for 15 samples from the untreated control fish, 3‰-treated asymptomatic fish, 3‰-treated symptomatic fish, 6 ‰-treated asymptomatic fish and 6‰-treated symptomatic fish; GSE185641 for 27 samples from con at 1 dpi (G1dcon), 3‰-treatment at 1 dpi (G1dP3), 6‰-treatment at 1 dpi (G1dP6), con at 2 dpi (G2dcon), 3‰-treatment at 2 dpi (G2dP3), 6‰-treatment at 2 dpi (G2dP6), con at 7 dpi (G7dcon), 3‰-treatment at 7 dpi (G7dP3) and 6‰-treatment at 7 dpi (G7dP6).

### qRT-PCR Validation of the RNA-Seq Analysis

The same RNA samples at 2 dpi from the gill transcriptome of the control and salinity-treated groups infected with *F. columnare* were used for qRT-PCR validation of the RNA-seq analysis. The concentration of total RNA was determined by using the spectrophotometer (NanoDrop 2000; Thermo). RNase-free DNase I (Thermo) was used to remove genomic DNA remnants at 37°C for 30 min. The cDNA was synthesized using the RevertAid™ First Strand cDNA Synthesis Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. qRT-PCR analysis was performed to validate the DEGs involved in NACHT containing proteins on ABI Prism 7000 under the following conditions: 3 min at 95°C, followed by 45 cycles of 15 s at 94°C, 15 s at 56-60°C, and 30 s at 72°C. All reactions were performed in triplicate in a 96 well plate and the mean value recorded. Those DEGs for validation include NLRP12 (CI01000353_00909159_00930428.path1), NLRC3 (CI01000433_00039954_00060508.path1), NLRC3 (CI01000140_02095891_02110510.path1), NLRC3 (CI01117969_00000011_00000940.path1), NLRC3 (CI01000092_03702024_03712418.path1), NLRP3-like (CI01000152_01231478_01232527.path1), NLRC3 (CI01000397_00142266_00144610.path1), NLRC3 (Ctenopharyngodon_idella_newGene_4697), NLRP12 (CI01000140_02047275_02055290.path1), NLRP3-like (CI01000070_04844701_04867804), NLRC3 (CI01000358_00550693_00557903.path1) and NLRC3 (CI01000427_00019738_00058058.path1). The housekeeping gene β-actin and EF-1α were used for normalizing cDNA amounts. The primers specific for the interested DEGs were listed in **Table 1**.

**Table 1:** Primer information.

Name	Sequence	Application
CI01000353_00909159_00930428.path1 NLRP12F	GGACCTTTTCCTTCGTTTCC	qRT-PCR
CI01000353_00909159_00930428.path1 NLRP12R	AGGAGAGGGATTTTCCCTGA	
CI01000433_00039954_00060508.path1 NLRC3F	GCCCGTGATTAAAGAATCCA	
CI01000433_00039954_00060508.path1 NLRC3R	GCCACAATCCCTCAACCTC	
CI01000140_02095891_02110510.path1 NLRC3F	GCCAGGACTGGAACTCAAAA	
CI01000140_02095891_02110510.path1 NLRC3R	ACCAGACCAGACCACTGAGC	
CI01117969_00000011_00000940.path1 NLRC3F	ACATCTCAGCGTCCAGGAGT	
CI01117969_00000011_00000940.path1 NLRC3R	CAGAGGAAAAGGTCCAGGTG	
CI01000092_03702024_03712418.path1 NLRC3F	TGATGTCTTTTCGGCATCAG	
CI01000092_03702024_03712418.path1 NLRC3R	ACCCTCATGCTGTTCTCCAC	
CI01000152_01231478_01232527.path1 NLRP3-like F	CACGACGAATCCTTCTCACA	
CI01000152_01231478_01232527.path1 NLRP3-like R	CCTGTCGTGGTTCTACAGCA	
CI01000397_00142266_00144610.path1 NLRC3F	GTCAGTGAAGGGTCGGTGTT	
CI01000397_00142266_00144610.path1 NLRC3R	CTTCCGGACAGTTTCCATGT	
Ctenopharyngodon_idella_newGene_4697 NLRC3F	GAAGTGCTGCCCTCTATTGC	
Ctenopharyngodon_idella_newGene_4697 NLRC3R	GGGAACCAGGTGTCTCTTGA	
CI01000140_02047275_02055290.path1 NLRP12F	CCAGCCTCATGAACCAGATT	
CI01000140_02047275_02055290.path1 NLRP12R	TGCAGCTTCACAGCTTCACT	
CI01000070_04844701_04867804 NLRP3-likeF	GGAAAGTGGCTTTTCAGCAG	
CI01000070_04844701_04867804 NLRP3-likeR	AAGCCGCTAGATGTTCCTGA	
CI01000358_00550693_00557903.path1 NLRC3F	GCAGCAACAGATGAAAGCAA	
CI01000358_00550693_00557903.path1 NLRC3R	AACACCGACCCTTCACTGAC	
CI01000427_00019738_00058058.path1NLRC3F	GCCCGTGATTAAAGAATCCA	
CI01000427_00019738_00058058.path1 NLRC3R	AAGCCGCTAGATGTTCCTGA	
EF1αF	CAGCACAAACATGGGCTGGTTC	
EF1αR	ACGGGTACAGTTCCAATACCTCCA	
β-actinF	CACTGTGCCCATCTACGAG	
β-actinR	CCATCTCCTGCTCGAAGTC	
NLRP12-like 1F	CGGAATTCATGGAGATGCGGATTTTG	Ligated to p3xFLAG-CMV™-14 vector
NLRP12-like 1R	CGGGATCCTGCATTTGGCAGATCCTG	
NLRP12-like 2F	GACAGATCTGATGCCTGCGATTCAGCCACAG	
NLRP12-like 2R	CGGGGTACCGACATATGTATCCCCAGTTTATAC	

### Western Blotting Validation of the RNA-Seq Analysis

The gills samples collected at 2 dpi from the control and salinity-treated groups infected with *F. columnare* were used for Western Blotting validation of the RNA-seq analysis. After washed with ice-cold PBS buffer, the gills were lysed in RIPA buffer containing Halt Protease Inhibitor Cocktail (Thermo Scientific, Prod# 1860932). After incubation on ice for 30 min, lysates were collected and centrifuged at 10,000 × g at 4°C for 15 min. Total lysates were subjected to 10% SDS-PAGE and transferred to PVDF membranes, followed by blocking with 5% nonfat milk in Tris-buffered saline-Tween (TBST) for 1 h. The membrane was washed, and then incubated with primary antibody overnight at 4°C. The primary antibodies including anti-GAPDH (1: 5000), anti-IgD (1: 2000), anti-IgM (1: 5000) or anti-IgZ (1: 2000) were used. After washing with TBST, the membrane was next incubated with Goat-anti-mouse Ig-HRP conjugate secondary antibody (1: 5000) for 1 h at room temperature. The bands were detected using Pierce ECL Western Blotting Substrate and ECL Western blot system (LAS-4000mini).

### Antibacterial Activity for NACHT Containing Proteins

Based on transcriptome sequencing, the forward and reverse primers NLRP12-like 1F/NLRP12-like 1R and NLRP12-like 2F/NLRP12-like 2R were used for cloning the open reading frame (ORF) of Ctenopharyngodon_idella_newGene_9152 (named as NLRP12-like 1) and CI01000353_00909159_00930428.path1 (named as NLRP12-like 2), and then inserted into p3×FLAG-CMV™-14 Expression Vector (Invitrogen).

For *in vitro* antibacterial analysis, CIK cells seeded overnight in 24-well plates at 2×10^5^ cells per well were transfected with 300 ng p3×FLAG, NLRP12-like 1 or NLRP12-like 2 using Lipofectamine™ 2000 (Invitrogen). After 24 h post-transfection, CIK cells were infected with *F. columnare* at a multiplicity of infection (MOI) of 50 in serum-free M199 medium for 1.5 h. Then, the supernatants and cells were collected at 6, 24 and 48 hpi. The mixture was diluted with Shieh medium and plated onto Shieh agar to calculate bacterial CFU (colony-forming units) by standard plate count method.

### Cell Viability Assay Mediated by NACHT Containing Proteins

Cell viability was determined *via* CCK-8 assay (Beyotime, Wuhan, China). CIK cells seeded overnight in 24-well plates at 2×10^5^ cells per well were transfected with 300 ng p3×FLAG, NLRP12-like 1 or NLRP12-like 2 using Lipofectamine™ 2000. After 24 h post-transfection, CIK cells were infected with *F. columnare* at a MOI of 50 for 1.5 h. At 6, 24 and 48 hpi, the cells were collected, washed with PBS, and then suspended in a working solution containing 10 µL CCK-8 reagent and 90 µL serum-free M199 medium for 3 h. The absorbance at 450 nm was measured by a PerkinElmer’s EnSpire Multilabel Plate Reader.

### Statistical Analysis

Statistical analysis and graphs were performed and produced using Graphpad Prism 7.0 software. Data from qRT-PCR are presented as mean and SEM. The significance of data was analyzed by Student’s t-test (**p < 0.01).

## Results

### Effects of Salinity Stress on Health of Grass Carp

To explore health conditions of farmed fish under saline-alkali stress conditions, grass carp were selected for salinity tolerance analysis. The observations revealed that the grass carp from salinity-treated groups were damaged to varying degrees after 25 days treatment, especially for 3‰ salinity-treated group (**Figures 1A–C**). The fish body damage in 3‰ salinity-treated group was the most serious, with fish scales falling off, fin ulceration and bleeding (**Figure 1B**). The fish in 6‰ salinity-treated group showed slight symptoms with fish scales falling off and fin ulceration (**Figure 1C**). Compared with the untreated control fish, there was no significant change in survival rates for 3‰ or 6‰ salinity-treated group (**Figure 1D**), however the percent of unhealthy fish significantly increased for 3‰ or 6‰ salinity-treated group (**Figure 1E**).

**Figure 1:**
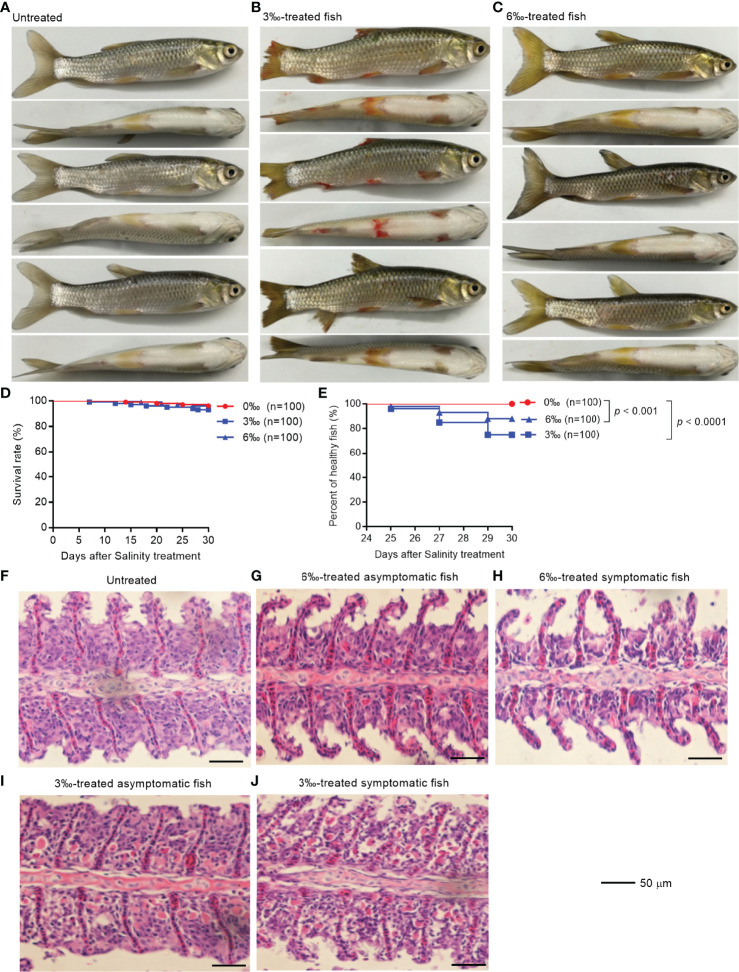
Salinity treatments impair the health of grass carp. **(A)** The untreated grass carp. **(B)** The pathological symptoms of 3‰ salinity-treated grass carp. **(C)** The pathological symptoms of 6‰ salinity-treated grass carp. **(D)** Effects of salinity treatments on the survival rate of grass carp. **(E)** Effects of salinity treatments on the percent of healthy grass carp. **(F)** Histopathological staining of gill tissue from the untreated grass carp. **(G)** Histopathological staining of gill tissue from the 6‰ salinity-treated asymptomatic fish. **(H)** Histopathological staining of gill tissue from the 6‰ salinity-treated symptomatic fish. **(I)** Histopathological staining of gill tissue from the 3‰ salinity-treated asymptomatic fish. **(J)** Histopathological staining of gill tissue from the 3‰ salinity-treated symptomatic fish.

The histopathological changes in the gills of grass carp with different salinity treatments were observed by hematoxylin-eosin staining. The gills from the untreated control and 6‰ salinity-treated asymptomatic fish showed normal structures of lamellae (**Figures 1F, G** **)**. In the gills from 6‰ salinity-treated symptomatic fish, the cell mass between lamellae (ILCM) was decreased relative to control fish (**Figure 1H**). Under the 3‰ salinity stress, the gills showed obvious lamellar synechiae and the higher numbers of plasma cells, especially for 3‰ salinity-treated symptomatic fish (**Figures 1I, J** **)**.

### Analysis of Differentially Expressed Genes (DEGs)

To elucidate the gene expression pattern under different salinity treatments, we firstly compared the numbers of DEGs among the untreated control, 3‰ and 6‰ salinity-treated groups. 

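Gill RNA of 15 uninfected grass carp was sequenced as 15 separate libraries, with 3 fish in each of 5 groups after 30 days of treatment. These were the untreated control fish (con), the 3‰-treated asymptomatic fish, the 3‰-treated symptomatic fish, the 6‰-treated asymptomatic fish and the 6‰-treated symptomatic fish. The sample labels write the salinities as 3% and 6%, and the paper's 3‰ and 6‰ are used here. For each fish the authors deposited the FPKM of 40116 genes, which is the number of fragments on a gene relative to the length of its transcript and to the total number of fragments sequenced. The files list 32723 genes by genome locus, as scaffold, start and end, and 7393 by a newGene number. The genome build and the aligner are not given in the sources used here. FPKM keeps no count of reads, so the depth behind a single value is unknown. The FPKM of all genes summed to between 775422 and 813471 in the control fish (median 810145), between 764977 and 800868 in the 3‰-treated asymptomatic fish (median 781471), between 794446 and 852270 in the 3‰-treated symptomatic fish (median 805632), between 759044 and 779964 in the 6‰-treated asymptomatic fish (median 765191) and between 786776 and 811808 in the 6‰-treated symptomatic fish (median 802433). Between 28848 and 30345 genes per fish were above 0. Because FPKM is relative to the library total, a few highly expressed genes can shift the values of all the others. Genes were compared on log2(FPKM + 1) with limma, in 1 fit over the 5 groups, for the 24647 genes with a mean FPKM of at least 0.5 over the 15 fish. The added 1 makes the fold change of a gene with low FPKM smaller than the ratio of its FPKM values. A gene was counted as a DEG at a fold change of at least 1.5 and a p below 0.05, as in the paper, whose text does not say whether its p is adjusted. The unadjusted p was used, and the number with a Benjamini-Hochberg adjusted p below 0.05 was counted beside it. A regrouping of 3 fish against 3 has 10 possible splits, so no exact permutation test of 1 gene can give a p below 0.1. The spread between fish of a group differed between groups. The median SD of a gene on the log2 scale was 0.17 in 6‰-treated asymptomatic fish, 0.19 in 3‰-treated asymptomatic fish, 0.26 in control fish, 0.28 in 3‰-treated symptomatic fish and 0.33 in 6‰-treated symptomatic fish. Neither the labels nor the paper give a sequencing batch or date.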

For transcriptomic analysis of 15 samples, total 96.09 Gb clean data were obtained. The clean data for each sample was more than 5.87 Gb, and the percentage of Q30 value was above 91.87%. 

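The number of DEGs was counted in 7 comparisons, with up-regulated meaning higher in the group named second. In con vs 3‰-treated asymptomatic fish 1414 genes passed the threshold, 1045 up-regulated and 369 down-regulated. In con vs 3‰-treated symptomatic fish there were 1617 DEGs, 1053 up and 564 down. The largest number, 2555, was found in con vs 6‰-treated asymptomatic fish, with 1749 up and 806 down. Con vs 6‰-treated symptomatic fish gave 1472 DEGs, 992 up and 480 down. Between the salinities, 896 genes passed in 3‰-treated vs 6‰-treated fish (479 up and 417 down), 1286 in the asymptomatic fish alone (723 up and 563 down) and 598 in the symptomatic fish alone (343 up and 255 down). After Benjamini-Hochberg adjustment over the tested genes the numbers were, in the same order, 2, 10, 291, 9, 3, 4 and 1. The share of tested genes whose fish did not overlap between the groups was 20.9%, 15.2%, 28.1% and 11.3% in the 4 comparisons with control, 20.9% between the asymptomatic groups and 6.69% between the symptomatic groups, where chance gives 10% for 3 fish against 3. The split into up and down depended on how the libraries were scaled. After each library was divided by its median ratio to the others, the split was 734 up and 601 down in con vs 3‰-treated asymptomatic fish and 1329 up and 1061 down in con vs 6‰-treated asymptomatic fish. After quantile normalization it was 639 up and 615 down, and 1284 up and 1077 down. Quantile normalization also gave 753 up and 630 down in con vs 6‰-treated symptomatic fish and 257 up and 318 down between the symptomatic groups. Single fish changed several of these counts. Without control replicate 3, con vs 3‰-treated asymptomatic fish had 2575 DEGs, 1738 up and 837 down. Without 3‰-treated symptomatic replicate 3, con vs 3‰-treated symptomatic fish had 2464, and the down-regulated DEGs numbered 953 without it and 1040 without control replicate 3. Without 6‰-treated symptomatic replicate 1, the down-regulated DEGs of con vs 6‰-treated symptomatic fish numbered 766, and 3‰-treated vs 6‰-treated fish had 1551 DEGs, 797 up and 754 down. The number between the symptomatic groups was 383 without 6‰-treated symptomatic replicate 3, 1234 without 3‰-treated symptomatic replicate 3 and 2175 without 6‰-treated symptomatic replicate 1. Its up-regulated part was 204 without 3‰-treated symptomatic replicate 2, and its down-regulated part 140 without 6‰-treated symptomatic replicate 3. Replicate 1 of the 3‰-treated symptomatic fish and replicate 1 of the 6‰-treated symptomatic fish had the most similar profiles of all 105 pairs of fish, with a median absolute log2 difference of 0.16 between them, where the next closest pair had 0.21. The comparison of the symptomatic groups therefore includes this pair.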

A total of 1387 (755 up- and 632 down-regulated), 1545 (889 up- and 656 down-regulated), 2675 (1411 up- and 1264 down-regulated), 1129 (693 up- and 436 down-regulated), 631 (365 up- and 266 down-regulated), 1551 (795 up- and 756 down-regulated) and 355 (231 up- and 124 down-regulated) genes were differently expressed with Fold Change ≥ 1.5 and *p* < 0.05 in con vs 3‰-treated asymptomatic fish, con vs 3‰-treated symptomatic fish, con vs 6‰-treated asymptomatic fish, con vs 6‰-treated symptomatic fish, 3 ‰-treated fish vs 6‰-treated fish, 3‰-treated asymptomatic fish vs 6‰-treated asymptomatic fish, and 3‰-treated symptomatic fish vs 6‰-treated symptomatic fish, respectively (**Table 2**). 

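Both comparisons at 1 salinity use the same 3 control fish, so some overlap of their DEGs arises with no effect of salinity. At 3‰, 405 genes were DEGs in both con vs asymptomatic and con vs symptomatic fish, which is 28.6% of the smaller of these DEG sets. At 6‰ the number was 743, or 50.5% of the smaller set. In 1 gene at each salinity the directions were opposite. To give a reference, the residuals of the 15 libraries were permuted around the gene means, so that no group differed, and the comparisons with a shared control were recomputed in 100 draws. The simulated overlap had a median of 76 genes, with 5% to 95% of the draws between 1 and 398 and a largest value of 1913, and a median share of 27.1% of the smaller set (3.99% to 59.3%). The count at 3‰ thus lies just above the 95% limit and that at 6‰ well above it, while both shares lie within the simulated range. Across genes, which are not independent replicates, the log2 fold changes of the asymptomatic and the symptomatic fish correlated with r = 0.565 at 3‰ and 0.624 at 6‰, and the simulated r had a median of 0.445 (0.00172 to 0.736). With the Benjamini-Hochberg adjustment 1 gene was shared at 3‰ and 8 at 6‰. The overlap at 3‰ was 229 without 3‰-treated asymptomatic replicate 1 and 923 without control replicate 3. Of the other settings a pseudocount of 0.01 moved it most, to 608.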

For total DEGs, 387 and 598 common DEGs were present in 2 comparisons for 3‰ and 6‰ salinity-treated fish, respectively (**Figure 2A**). 

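Up-regulated in both asymptomatic and symptomatic fish against control were 290 genes at 3‰ and 456 genes at 6‰. The simulation without any group difference gave a median of 26.5 such genes and a 95% limit of 171, with a largest value of 1357. At 3‰ the count was 159 without 3‰-treated asymptomatic replicate 1 and 520 without control replicate 3. At 6‰ it stayed between 369 and 637 when each fish was left out in turn.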

For up-regulated DEGs, 242 and 330 common DEGs were present in 2 comparisons for 3‰ and 6‰ salinity-treated fish, respectively (**Figure 2B**). 

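Down-regulated in both comparisons were 114 genes at 3‰ and 286 genes at 6‰. In the simulation the median was 31 and the 95% limit 150.5, with a largest value of 556, so the count at 3‰ was within the range that unchanged groups give and the count at 6‰ was above its 95% limit. The 3‰ count was 66 without 3‰-treated asymptomatic replicate 1, 74 without 3‰-treated symptomatic replicate 1 and 403 without control replicate 3. The 6‰ count was 431 without control replicate 3.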

For down-regulated DEGs, 140 and 265 common DEGs were present in 2 comparisons for 3‰ and 6‰ salinity-treated fish, respectively (**Figure 2C**).

**Table 2:** The number of DEGs among the untreated control, 3‰ and 6‰ salinity-treated groups.

DEG Set	DEG Number	up-regulatedNumber	down-regulatedNumber
con vs 3‰-treated asymptomatic fish	1,387	755	632
con vs 3‰-treated symptomatic fish	1,545	889	656
con vs 6‰-treated asymptomatic fish	2,675	1,411	1,264
con vs 6‰-treated symptomatic fish	1,129	693	436
3‰-treated fish vs 6‰-treated fish	631	365	266
3‰-treated asymptomatic fish vs 6‰-treated asymptomatic fish	1,551	795	756
3‰-treated symptomatic fish vs 6‰-treated symptomatic fish	355	231	124

**Figure 2:**
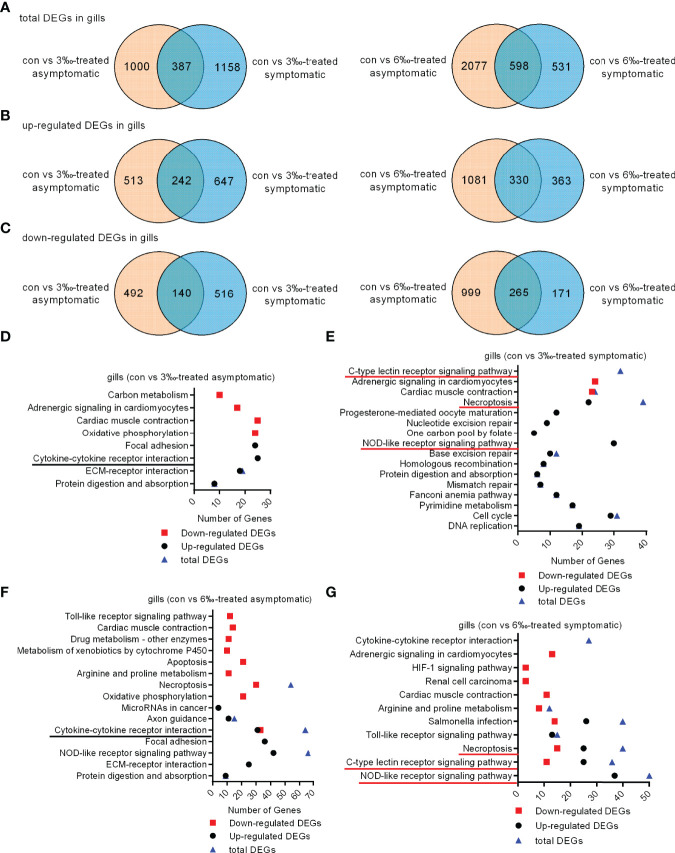
Differentially expressed genes and significantly enriched KEGG pathways in grass carp treated with 3‰ or 6‰ salinity. **(A)** Venn diagrams showing overlaps of total DEGs in gill samples from salinity-treated asymptomatic and symptomatic fish. **(B)** Venn diagrams showing overlaps of up-regulated DEGs in gill samples from salinity-treated asymptomatic and symptomatic fish. **(C)** Venn diagrams showing overlaps of down-regulated DEGs in gill samples from salinity-treated asymptomatic and symptomatic fish. **(D)** The significantly enriched KEGG pathways in the 3‰-treated asymptomatic fish. **(E)** The significantly enriched KEGG pathways in the 3‰-treated symptomatic fish. **(F)** The significantly enriched KEGG pathways in the 6‰-treated asymptomatic fish. **(G)** The significantly enriched KEGG pathways in the 6‰-treated symptomatic fish. The common immune-related signaling pathways for 3‰ and 6‰-treated asymptomatic fish are underlined in black, and in red for 3‰ and 6‰-treated symptomatic fish.

KEGG pathway enrichment analyses were conducted for 4 comparisons. For con vs 3‰-treated asymptomatic fish, 8 significantly enriched KEGG pathways were revealed, which included 1 pathway (cytokine-cytokine receptor interaction) involved in immune system for up-regulated DEGs (**Figure 2D**). For con vs 3‰-treated symptomatic fish, 13 pathways were significantly enriched for up-regulated DEGs. Among them, 2 pathways including NOD-like receptor signaling pathway (30 DEGs) and necroptosis (22 DEGs) were involved in immune response. C-type lectin receptor signaling pathway was significantly enriched only for total DEGs (**Figure 2E**). For con vs 6‰-treated asymptomatic fish, 5 pathways among 15 significantly enriched KEGG pathways were involved in immune response, which included cytokine-cytokine receptor interaction (31 up-regulated and 33 down-regulated DEGs), necroptosis (24 up-regulated and 30 down-regulated DEGs), apoptosis (21 down-regulated DEGs), toll-like receptor signaling pathway (12 down-regulated DEGs) and NOD-like receptor signaling pathway (42 up-regulated and 24 down-regulated DEGs) (**Figure 2F**). For con vs 6 ‰-treated symptomatic fish, 6 pathways among 11 significantly enriched KEGG pathways were involved in immune response, which included NOD-like receptor signaling pathway (37 up-regulated and 13 down-regulated DEGs), c-type lectin receptor signaling pathway (25 up-regulated and 11 down-regulated DEGs), necroptosis (25 up-regulated and 15 down-regulated DEGs), toll-like receptor signaling pathway (13 up-regulated and 2 down-regulated DEGs), and salmonella infection (26 up-regulated and 14 down-regulated DEGs) (**Figure 2G**). Cytokine-cytokine receptor interaction was significantly enriched only for total DEGs. Collectively, these data suggest that the cytokine-cytokine receptor interaction pathway is significantly enriched both for 3 ‰-treated and 6 ‰-treated asymptomatic fish, c-type lectin receptor signaling, necroptosis and NOD-like receptor signaling pathways enriched both for 3 ‰-treated and 6 ‰-treated symptomatic fish.

### Salinity Treatments Increase Susceptibility to *F. columnare* Infection

To examine the effect of salinity stress on the disease resistance of grass carp against bacterial infection, the grass carp treated by 3‰ or 6‰ salinity for 30 days were infected with *F. columnarae.* The results from bacterial colony counting showed that salinity treatments significantly increased the proliferation of *F. columnarae in vivo* at 1 and 2 dpi. The bacterial loads in 3‰ salinity-treated group was the highest (**Figure 3A**). In consistent with bacterial colony counting, salinity treatments significantly impaired the survival of grass carp infected with *F. columnarae.* Survival was more than 95% in the untreated control group, however decreased to 83.3% for 6‰ salinity-treated group, and 60% for 3‰ salinity-treated group (**Figure 3B**).

**Figure 3:**
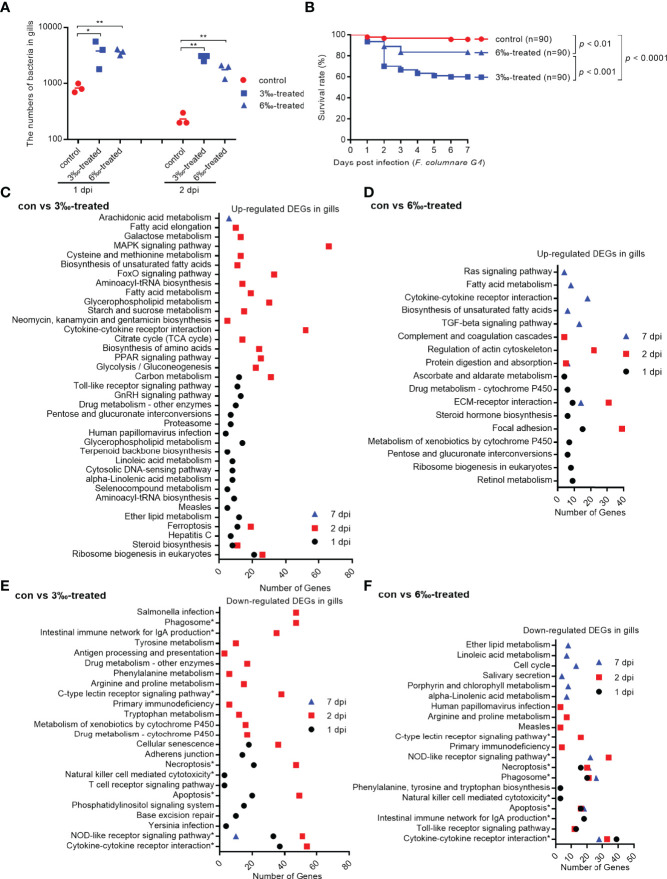
Salinity treatments increase susceptibility to *F*. *columnare* infection. **(A)** The effect of salinity treatments on the bacteria proliferation. **(B)** The effect of salinity treatments on the larvae survival in response to *F*. *columnarae* infection. **(C)** The significantly enriched KEGG pathways for up-regulated DEGs in gills collected at 1, 2 and 7 dpi from the 3‰-treated grass carp infected with *F*. *columnarae*. **(D)** The significantly enriched KEGG pathways for up-regulated DEGs in gills collected at 1, 2 and 7 dpi from the 6‰-treated grass carp infected with *F*. *columnarae*. **(E)** The significantly enriched KEGG pathways for down-regulated DEGs in gills collected at 1, 2 and 7 dpi from the 3‰-treated grass carp infected with *F*. *columnarae*. **(F)** The significantly enriched KEGG pathways for down-regulated DEGs in gills collected at 1, 2 and 7 dpi from the 6‰-treated grass carp infected with *F*. *columnarae*.

In order to reveal the possible mechanism that salinity treatments increase susceptibility to *F. columnare* infection, the gills from the untreated control and salinity-treated groups infected with *F. columnare* collected at 1, 2 and 7 dpi were used for transcriptome sequencing. For transcriptomic analysis of 27 samples, total 177.79 Gb clean data were obtained. The clean data for each sample was more than 5.73 Gb, and the percentage of Q30 value was above 93.70%. The DEGs (4152) were the highest for con at 2 dpi vs 3‰-treatment at 2 dpi, with 2103 up-regulated and 2049 down-regulated DEGs. The DEGs (2034) were the second highest for 3‰-treatment at 2 dpi vs 6‰-treatment at 2 dpi, with 1271 up-regulated and 763 down-regulated DEGs. The numbers of DEGs (356) were the lowest for con at 7 dpi vs 3‰-treatment at 7 dpi, with 195 up-regulated and 161 down-regulated DEGs (**Table 3**).

**Table 3:** The number of DEGs among the untreated control and salinity-treated groups infected with *F. columnare* collected at 1, 2 and 7 dpi.

DEG Set	DEG Number	up-regulated Number	down-regulated Number
con at 1 dpi vs 3‰-treatment at 1 dpi	1,765	793	972
con at 1 dpi vs 6 ‰-treatment at 1 dpi	1,110	419	691
3‰-treatment at 1 dpi vs 6‰-treatment at 1 dpi	421	207	214
con at 2 dpi vs 3‰-treatment at 2 dpi	4,152	2,103	2,049
con at 2 dpi vs 6‰-treatment at 2 dpi	1,379	666	713
3‰-treatment at 2 dpi vs 6‰-treatment at 2 dpi	2,034	1,271	763
con at 7 dpi vs 3‰-treatment at 7 dpi	356	195	161
con at 7 dpi vs 6‰-treatment at 7 dpi	1,416	672	744
3‰-treatment at 7 dpi vs 6‰-treatment at 7 dpi	1,306	583	723

We focused on immune-related signaling pathways. For up-regulated DEGs in gills, cytokine-cytokine receptor interaction pathway was significantly enriched for con vs 3‰-treated group only at 2 dpi, whereas at 7 dpi for con vs 6‰-treated group. Furthermore, MAPK signaling, Toll-like receptor signaling and cytosolic DNA-sensing pathways were also enriched for con vs 3‰-treated group at 1 or 2 dpi, but not for con vs 6‰-treated group (**Figures 3C, D** **)**.

More immune-related signaling pathways were impaired by salinity treatments. Eight signaling pathways including phagosome, intestinal immune network for IgA production, C-type lectin receptor signaling, necroptosis, natural killer cell mediated cytotoxicity, apoptosis, NOD-like receptor signaling and cytokine-cytokine receptor interaction were significantly enriched both for con vs 3‰-treated and con vs 6‰-treated groups. Among these 8 immune-related signaling pathways, only NOD-like receptor signaling pathway was significantly enriched at early (1 and/or 2 dpi) and late (7 dpi) times of infection both for con vs 3‰-treated and con vs 6‰-treated groups. In addition, the numbers of significantly enriched immune-related pathways varied greatly between the early and late times of infection for con vs 3‰-treated group, but remained a stable change between the early and late times of infection for con vs 6‰-treated group. At 1 dpi, 6 and 7 immune-related signaling pathways were enriched for con vs 3‰-treated and con vs 6‰-treated groups, respectively. At 2 dpi, 9 and 7 immune-related signaling pathways were enriched for con vs 3‰-treated and con vs 6‰-treated groups, respectively. At 7 dpi, 1 and 5 immune-related signaling pathways were enriched for con vs 3‰-treated and con vs 6‰-treated groups, respectively (**Figures 3E, F** **)**.

### Salinity Treatments Are Involved in the Regulation of Multiple NLRs in the Absence of Infection or Bacterial Infection

Transcriptome analysis showed that NOD-like receptor signaling pathway was significantly enriched for salinity-treated groups in the absence of infection or *F. columnarae* infection. To clear which genes of NOD-like receptor signaling pathway were regulated by salinity, all DEGs involved in NOD-like receptor signaling pathway from con vs 3‰-treated symptomatic fish, con vs 6 ‰-treated asymptomatic fish and con vs 6‰-treated symptomatic fish (**Figures 2E–G**; **Supplementary Figures 1, 2**) were firstly picked out for analysis. 

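Of the genes listed by identifier in Fig. 4A, 49 were matched to the files and 48 of these passed the filter on low FPKM. Of the 49, newGene_5350, newGene_2515 and newGene_12725 are matched by number alone, and a number can stand for another gene in another assembly. The remaining newGene numbers of the list were not matched and are not analysed here. The group mean was above the control mean in each of con vs 3‰-treated symptomatic, con vs 6‰-treated asymptomatic and con vs 6‰-treated symptomatic fish for 45 of the 49 genes, and 42 genes were up-regulated DEGs in at least 1 of the 3 comparisons. In 3‰-treated symptomatic fish 31 genes were up-regulated DEGs, with a median log2 fold change of 1.53 over the 48 tested genes. In 6‰-treated asymptomatic fish there were 41, with a median of 1.97, and in 6‰-treated symptomatic fish 38, with a median of 1.83. No gene of the list was a down-regulated DEG in these comparisons. Because 6 of the tested genes were listed at 0 in all 3 control fish, their fold changes depend on the added 1. Without them the medians were 1.46, 1.72 and 1.77. With the adjusted p taken over all tested genes (limma, Benjamini-Hochberg), 1, 14 and 2 genes passed 0.05, and adjusted over the list alone 30, 41 and 35 did. The study chose this list on the same libraries, so the latter counts are not independent evidence. With each fish left out in turn, the number of genes that were up-regulated DEGs in at least 1 comparison lay between 39 and 42.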

After getting rid of some same sequences, a total of 56 distinct genes involved in NOD-like receptor signaling pathway were up-regulated by salinity. Among them, 11 DEGs (19.6%) are NLRC3-like genes (**Figure 4A**). 

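Of the 11 NLR genes in Fig. 4A, 10 were matched to the files, with 1 newGene number not analysed here. The mean of 9 of the 10 was above control in all 3 comparisons. The exception was newGene_5350. Up-regulated DEGs numbered 7 in 3‰-treated symptomatic fish, 8 in 6‰-treated asymptomatic fish and 8 in 6‰-treated symptomatic fish, and median log2 fold changes over the 10 genes were 1.59, 1.65 and 1.75, or 1.62, 1.64 and 1.65 without the 1 gene listed at 0 in all control fish. Adjusted over the list alone, 7, 5 and 7 genes had a p below 0.05. Over all tested genes, 1 gene did, in 6‰-treated asymptomatic fish. This was the NLRC3 gene CI01000531_00019664_00026234, singled out for this value, with an adjusted p of 0.0241 from limma. It was listed at 0 in the 3 control fish and in 3‰-treated asymptomatic replicate 3, and lay between 1.4 and 3.149 FPKM in the remaining fish. NLR genes form a multigene family, and reads shared between near-identical copies can move expression from one copy to another. How the authors' counting treated such reads is not given in the sources used here.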

Sequence analysis revealed that these 5 nucleotide sequences including CI01000057_04728914_04731946, CI01000095_03598784_03614858, CI01000365_00436141_00445601, CI01000437_00000063_00010815 and Ctenopharyngodon_idella_newGene_5350 encode the complete open reading frame. 

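The 5 genes were measured in the 3 fish of each group as mean ± SD FPKM (n = 3). Protein NLRC3-like CI01000057_04728914_04731946 had 4.17 ± 1.82 in control fish, 13.0 ± 7.64 in 3‰-treated asymptomatic, 14.8 ± 2.56 in 3‰-treated symptomatic, 14.4 ± 1.36 in 6‰-treated asymptomatic and 20.8 ± 18.1 in 6‰-treated symptomatic fish. Its log2 fold change against control was 1.67, 1.64 and 1.65 in the last 3 of these groups (SE 0.67), with adjusted p of 0.377, 0.247 and 0.444 (limma, Benjamini-Hochberg). All fish of the 3‰-treated symptomatic and the 6‰-treated asymptomatic group lay above all control fish, as did 2 of 3 in the 6‰-treated symptomatic group. Each of the 3 comparisons no longer passed the DEG threshold without control replicate 1, where the log2 fold changes were 1.33, 1.30 and 1.31, and it was likewise lost in each treated group without replicate 1 or replicate 3 of that group, at 1.55 and 1.68, 1.60 and 1.61, and 1.45 and 0.95. In 6‰-treated symptomatic fish it was also lost when only the groups compared entered the fit. NLRP3-like CI01000095_03598784_03614858 rose from 0.130 ± 0.0568 in control fish to 3.70 ± 2.47 in 3‰-treated symptomatic, 4.77 ± 3.25 in 6‰-treated asymptomatic and 2.74 ± 2.65 in 6‰-treated symptomatic fish, and had 0.780 ± 1.05 in 3‰-treated asymptomatic fish. The log2 fold changes of these 3 groups were 1.93, 2.12 and 1.44 (SE 0.63, adjusted p from limma 0.273, 0.125 and 0.491), and no treated fish of these groups overlapped the control fish. In 6‰-treated symptomatic fish it was no longer a DEG without any 1 of the control fish (1.40, 1.45 and 1.48), without replicate 1 (1.38) or without replicate 2 (0.89). NLRC3 CI01000365_00436141_00445601 had 1.02 ± 0.499 in control, 4.31 ± 3.45 in 3‰-treated asymptomatic, 10.1 ± 0.459 in 3‰-treated symptomatic, 9.01 ± 6.37 in 6‰-treated asymptomatic and 8.98 ± 1.46 in 6‰-treated symptomatic fish. It changed by 2.49, 2.08 and 2.32 on the log2 scale (SE 0.54, adjusted p from limma 0.118, 0.0869 and 0.17), again without overlap, and passed the DEG threshold whichever fish was left out. NLRC3 CI01000437_00000063_00010815 had 5.19 ± 2.64 in control, 11.6 ± 10.0 in 3‰-treated asymptomatic, 9.90 ± 3.69 in 3‰-treated symptomatic, 11.4 ± 4.19 in 6‰-treated asymptomatic and 11.3 ± 1.39 in 6‰-treated symptomatic fish. Its log2 fold changes of 0.86, 1.06 and 1.10 (SE 0.63, adjusted p from limma 0.663, 0.409 and 0.64) did not pass the DEG threshold, although the fish of both 6‰-treated groups lay above all control fish. When only the groups compared entered the fit, it passed in both 6‰-treated groups. For NLRC3-like newGene_5350 the values were 1.83 ± 0.304 in control, 1.58 ± 0.594, 1.39 ± 1.08, 1.57 ± 0.224 and 2.16 ± 1.39 in the treated groups in the same order, and the log2 changes of -0.33, -0.14 and 0.07 (SE 0.33, adjusted p from limma 0.769, 0.852 and 0.978) were within the spread of the fish. The last of these ranged from -0.26 to 0.35 with each fish left out, and was below 0 without control replicate 2 or 6‰-treated symptomatic replicate 3. This gene is matched by its newGene number alone.

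**Figure D1:**
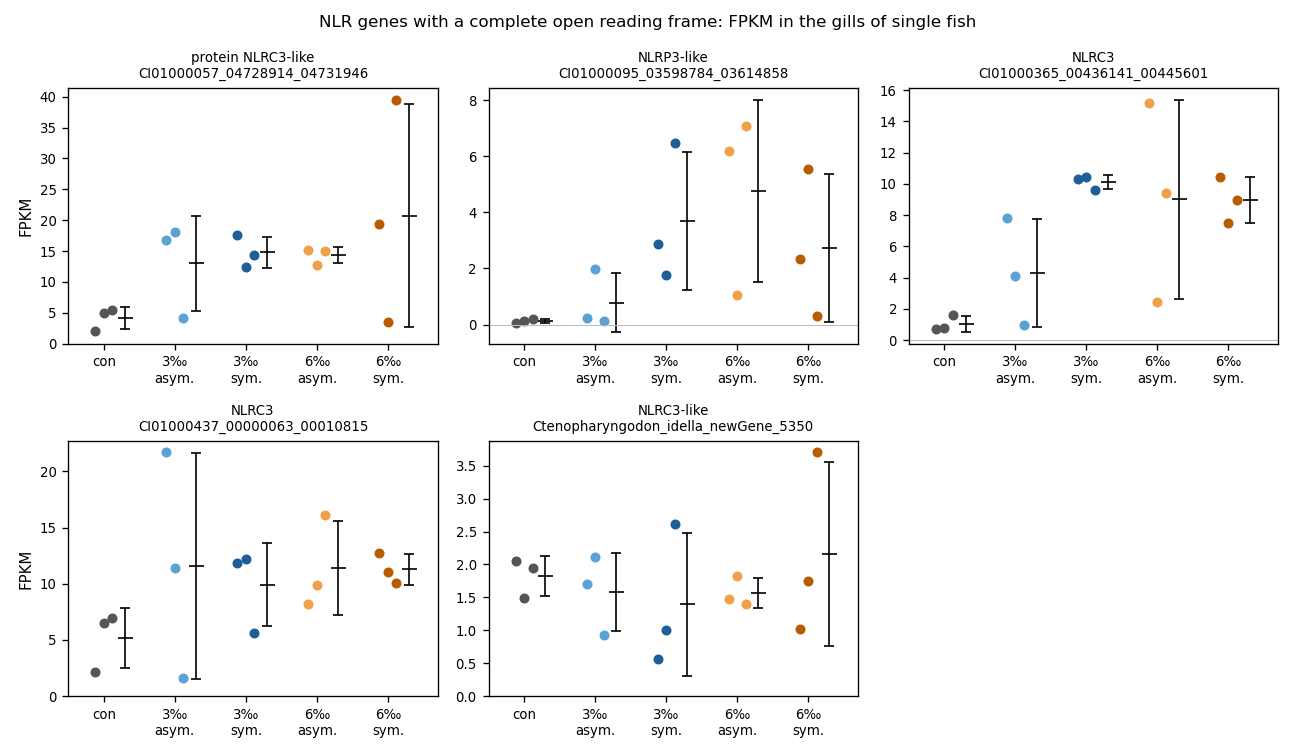
FPKM of the 5 NLR genes with a complete open reading frame, by group on the x axis. Each dot is 1 fish and the bar beside the dots is the mean ± SD of the 3 fish. CI01000365_00436141_00445601 has all fish of the 3‰-treated symptomatic and both 6‰-treated groups above the control fish, and newGene_5350 has treated fish on both sides of the control fish.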

Interesting, 4 NLRC3-like genes among the 5 NLRC3-like genes contain FISNA (fish-specific NACHT associated) domain and lack CARD (caspase recruitment domain) (**Figure 4B**).

**Figure 4:**
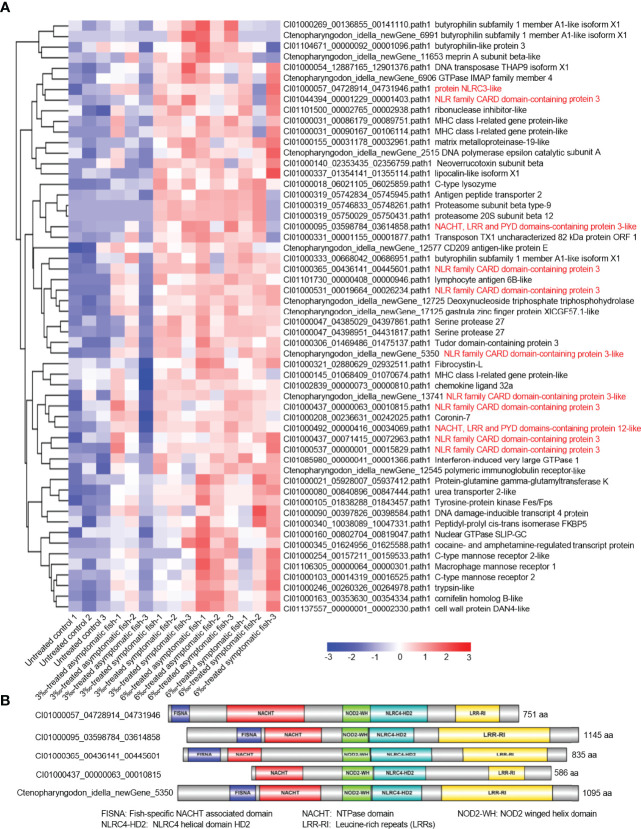
The DEGs involved in NOD-like receptor signaling pathway and regulated by salinity stress in the absence of infection. **(A)** The gene cluster for DEGs involved in the NOD-like receptor signaling pathway in gills from con vs 3‰-treated symptomatic fish, con vs 6‰-treated asymptomatic fish and con vs 6‰-treated symptomatic fish. A color key denotes the gradient scale of gene expression from low (blue) to high (red) degrees. Those NLR genes are highlighted in red. **(B)** Domain diagrams for 5 differentially expressed NLRs with the complete open reading frame.

Then, these DEGs involved in NOD-like receptor signaling pathway from the untreated control and salinity-treated groups infected with *F. columnare* were picked out for analysis. At 1 dpi, the transcription of 31 DEGs were impaired by salinity, and 9 DEGs (29%) were NLRs (**Figure 5A**). At 2 dpi, the transcription of 54 DEGs were impaired by salinity, and 13 DEGs (24.1%) were NLRs (**Figure 5B**). At 7 dpi, the transcription of 25 DEGs were impaired by salinity, and 10 DEGs (40%) were NLRs (**Figure 5C**). Furthermore, salinity treatments also significantly impaired the transcription of some genes connected to interferon responses, such as GVINP1, GVINP1-like, GBP1, TRAF3, TRAF5, MA*VS* and so on (**Figure 5**).

**Figure 5:**
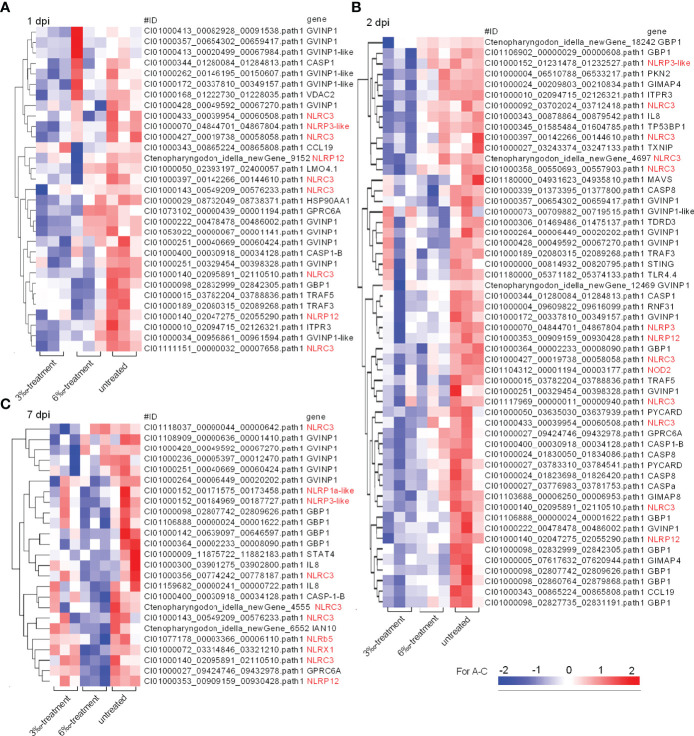
The DEGs involved in NOD-like receptor signaling pathway and regulated by salinity stress in the case of *F*. *columnare* infection. **(A)** The gene cluster for DEGs involved in the NOD-like receptor signaling pathway in gills collected at 1 dpi. **(B)** The gene cluster for DEGs involved in the NOD-like receptor signaling pathway in gills collected at 2 dpi. **(C)** The gene cluster for DEGs involved in the NOD-like receptor signaling pathway in gills collected at 7 dpi. Those NLR genes are highlighted in red. A color key denotes the gradient scale of gene expression from low (blue) to high (red) degrees.

### Salinity Treatments Impaired the Innate and Adaptive Immune Responses in the Case of Bacterial Infection

To reveal the possible mechanisms the grass carp treated by salinity treatments were more vulnerable to the infection of *F. columnare*, analysis of coexpression of differential genes were used for seeking the common immune-related DEGs regulated by salinity treatments at all time points of infection. For the subcluster shown in **Figure 6A**, the transcriptions of 79 DEGs were impaired by salinity treatments, which include 11 cytokines or cytokine receptors, 5 mast cell proteases, 3 Granzyme-like proteins and so on (**Figure 6B**). For the subcluster shown in **Figure 7A**, the transcriptions of 24 DEGs related to immunoglobulin light chain or heavy chain were impaired by salinity treatments (**Figure 7B**), together with 15 cytokines or cytokine receptors (**Figure 7C**) and 15 genes connected to interferon responses (**Figure 7D**).

**Figure 6:**
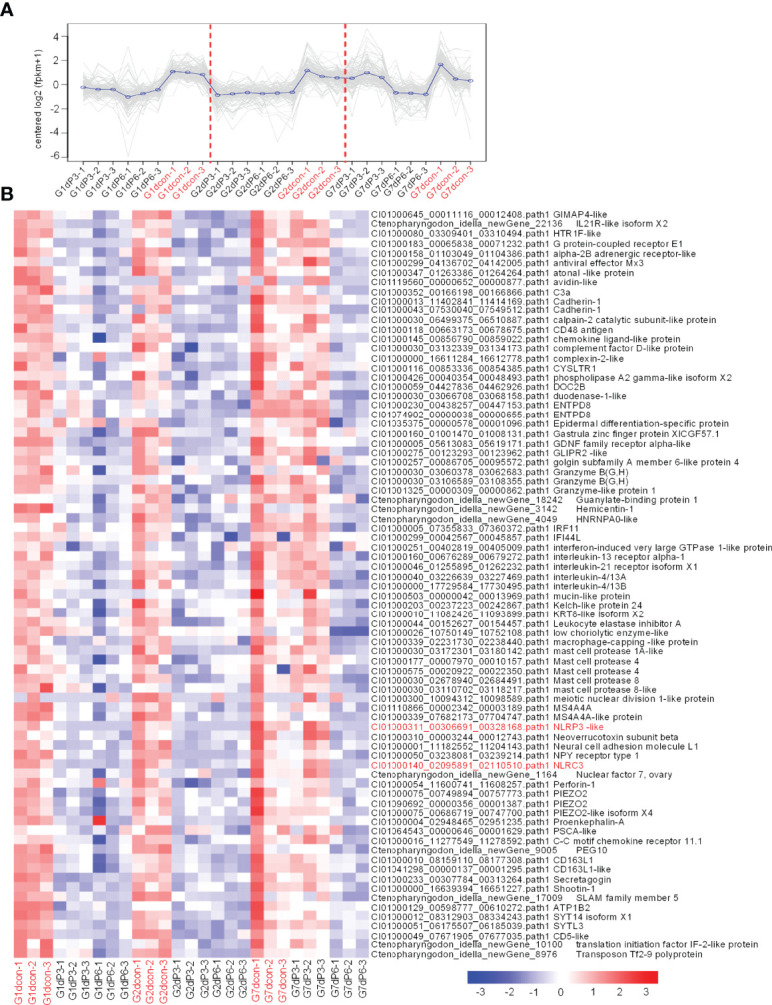
The immune-related DEGs regulated by salinity treatments at all time points of infection. **(A)** The expression trend for DEGs in gills collected at 1, 2 and 7 dpi. The control group at each time point is highlighted in red. **(B)** The immune-related DEGs with the similar expression trend. Those NLR genes are highlighted in red. A color key denotes the gradient scale of gene expression from low (blue) to high (red) degrees.

**Figure 7:**
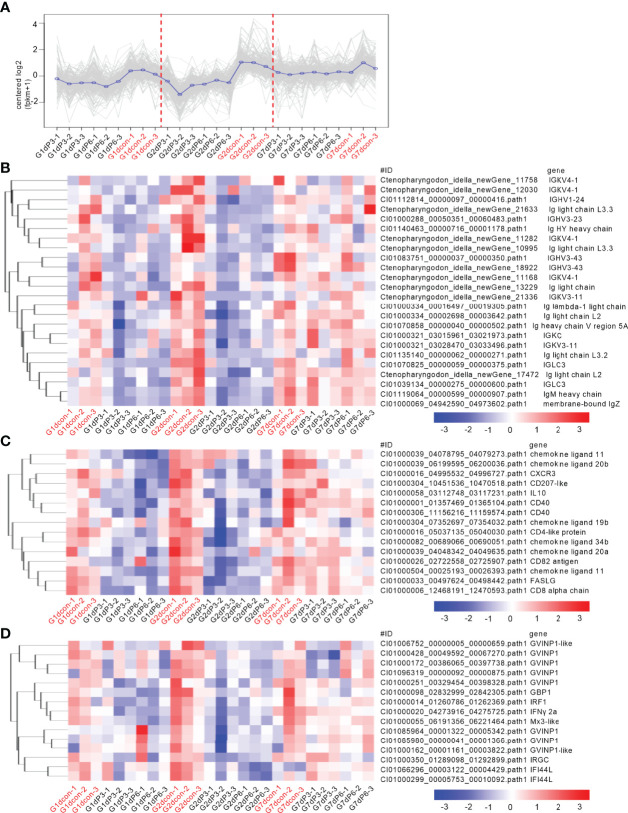
Salinity treatments impair the innate and adaptive immune responses in the case of bacterial infection. **(A)** The expression trend for DEGs in gills collected at 1, 2 and 7 dpi. **(B)** The immune-related DEGs related to immunoglobulin light chain or heavy chain with the similar expression trend. **(C)** The immune-related DEGs related to cytokines or cytokine receptors with the similar expression trend. **(D)** The immune-related DEGs related to interferon responses with the similar expression trend. For **(B–D)**, a color key denotes the gradient scale of gene expression from low (blue) to high (red) degrees. For **(A–D)**, the control group at each time point is highlighted in red.

### Confirmation of DEGs by qRT-PCR and Western Blotting

The expression of 12 candidate DEGs was confirmed by qRT-PCR in the untreated control and salinity-treated groups infected with *F. columnare* for 2 d. The expression of 12 NLRs for con at 2 dpi vs 3‰-treatment at 2 dpi agreed with their significant changes determined by RNA-seq. For con at 2 dpi vs 6‰-treatment at 2 dpi, the expressions of CI01000353_00909159_00930428.path1 NLRP12, CI01000140_02095891_02110510.path1 NLRC3, CI01117969_00000011_00000940.path1 NLRC3, CI01000140_02047275_02055290.path1 NLRP12, CI01000070_04844701_04867804.path1 NLRP3-like, CI01000427_00019738_00058058.path1 NLRC3 and CI01000092_03702024_03712418.path1 NLRC3 agreed with their significant changes determined by RNA-seq (**Figure 8A**). In all, 19/24 (79.2%) consistency existed between qRT-PCR and RNAseq. In addition, the protein levels of IgM, IgD and IgZ were examined in gills from the untreated control and salinity-treated groups infected with *F. columnare* for 2 d by Western blotting. Compared with the untreated control, salinity treatments significantly decreased the protein levels of IgM, IgD and IgZ, especially for 3‰ salinity-treated group (**Figures 8B, C**).

**Figure 8:**
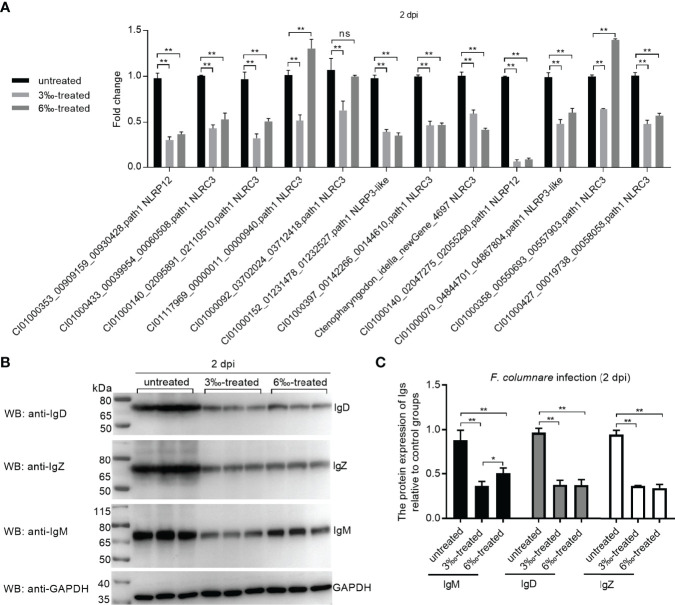
Validation of transcriptome data by qRT-PCR and Western Blotting. **(A)** Validation of transcriptome data by qRT-PCR for differentially expressed NLRs in gills collected at 2 dpi. Data represented means ± SEM (n=3), and were tested for statistical significance. **p < 0.01; ns, not significant. The asterisk above the bracket indicates statistical significance between the two groups connected by the bracket. **(B)** Validation of transcriptome data by Western Blotting for immunoglobulins in gills collected at 2 dpi. **(C)** Gray quantification for Ig protein bands. Western blotting results were quantified using Quantity One software. *p < 0.05; **p < 0.01.

### 3‰ Salinity-Treated Group Has a Lower Immune Responses Than 6 ‰ Salinity-Treated Group

Compared with 6‰ salinity-treated fish, 3‰ salinity-treated fish have more severe symptoms, the higher percent of unhealthy fish, and higher susceptibility to *F. columnare* infection. To clarify the possible mechanisms why the severity of pathological symptoms and mortality of grass carp treated with 6‰ were much lower than those treated with 3‰, comparative transcriptome analysis were performed for 3‰-treated asymptomatic fish, 3‰-treated symptomatic fish, 6‰-treated asymptomatic fish and 6‰-treated symptomatic fish. 

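Of the genes listed in Fig. 9B, 40 were matched to the files and 39 passed the filter on low FPKM, with newGene_6973 (CD163) not analysed here and newGene_1187 (TRIM39) matched by its number alone. Over all treated fish, the mean log2 value was higher at 6‰ than at 3‰ for 39 of the 40 genes, and the exception was the NLRP3 gene CI01000356_00365892_00382964, which did not pass the filter. The differences were small, with a median log2 fold change of 0.49 over the tested genes, where the fold change of 1.5 corresponds to 0.58. At the DEG threshold 10 genes passed. These were both NLRC3 genes, NLRP12, both hypoxia-inducible factor-2 alpha genes, hypoxia-inducible factor-4 alpha, 1 of the claudin-23 genes, semaphorin-4B, XCR1b and finTRIM 83. Both hypoxia-inducible factor-2 alpha loci are neighbours with similar FPKM in most fish, so they may not be separate measurements. After adjustment over all tested genes (limma, Benjamini-Hochberg) 0 genes had a p below 0.05, and adjusted over the list alone 25 did. The study chose the list by its expression trend in these libraries, so this count is not independent evidence. With each fish left out in turn, 7 (without 3‰-treated asymptomatic replicate 3) to 14 genes (without 6‰-treated asymptomatic replicate 3) passed the DEG threshold, and a pseudocount of 0.01 in place of 1 gave 16.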

For the subcluster shown in **Figure 9A**, the transcriptions of 41 immune-related DEGs were lower in 3‰-treated fish than in 6‰-treated fish, which include 7 NLRs (2 NLRC3, 1 NLRC3-like, 1 NLRP3, 1 NLRP3-like, 1 NLRP3-like isoform X1 and 1 NLRP12), 9 claudin proteins (3 claudin-4, 2 claudin-8, 1 claudin-10, 1 claudin-10-like, 2 claudin-23), 5 semaphorins (semaphoring-3D, semaphoring-3ab, semaphoring-3E, semaphoring-4C isoform X1 and semaphoring-4B), 6 cytokines or cytokine receptors (XCR1b, CXCR7a, CXCR4b, CXCR3, CD48, CD163), 3 hypoxia-inducible factors (2 hypoxia-inducible factor-2 alpha and 1 hypoxia-inducible factor-4 alpha), 3 TRIM proteins (finTRIM 83, finTRIM99 and TRIM39) and so on (**Figure 9B**).

**Figure 9:**
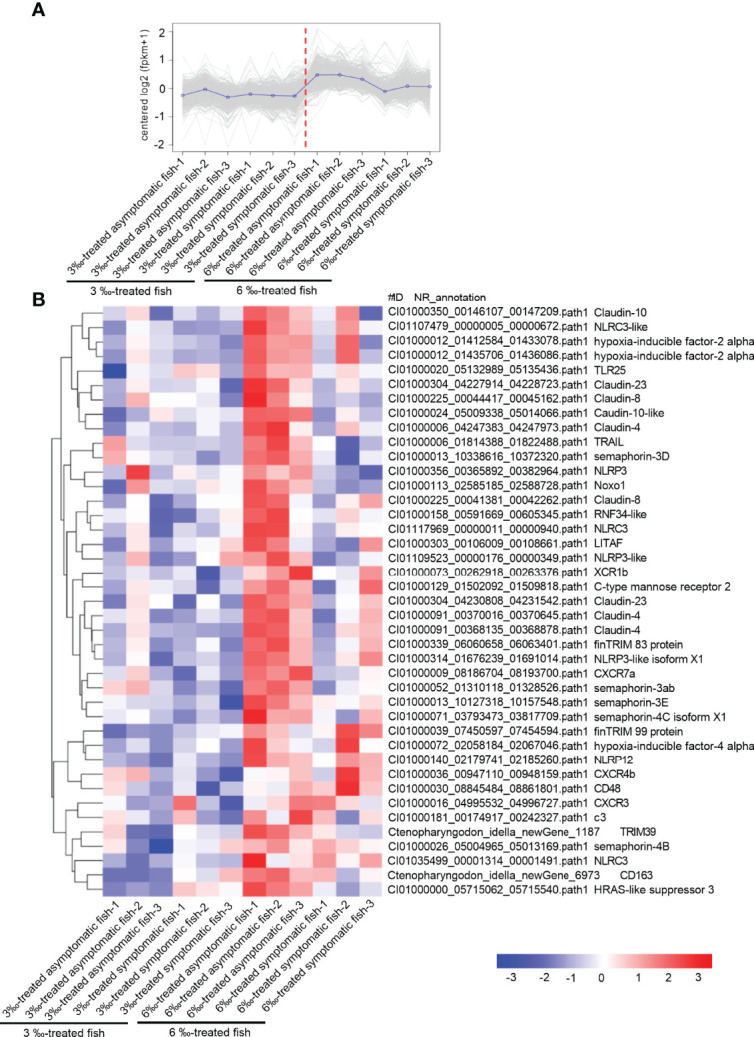
The immune-related DEGs with the lower expressions in 3 ‰ salinity-treated fish than in 6‰ salinity-treated fish. **(A)** The expression trend for DEGs in gills collected from 3‰ and 6‰ salinity-treated fish. **(B)** The immune-related DEGs with the similar expression trend in the 3‰ and 6‰ salinity-treated fish. A color key denotes the gradient scale of gene expression from low (blue) to high (red) degrees.

### Two NLRP12-Like Genes Impaired by Salinity Treatments Contribute to Inhibit the Proliferation of *F. columnare*

Salinity treatments significantly enriched NOD-like receptor signaling pathway, and regulated the transcription levels of a large number of NLR receptor genes, especially for piscine NLRC3-like and NLRP-like genes, whose functions are unknown. To screen and identify the target genes of sensing environment salinity stress and pathogens, we were interested to know whether these NLRs regulated by salinity have a function in the regulation of antibacterial or antiviral immune responses. At present, we cloned and obtained 2 NLRP-like genes. Among them, the gene corresponding to Ctenopharyngodon_idella_newGene_9152 was named as NLRP12-like 1 (GenBank accession number: ON012777). The complete ORF of NLRP12-like 1 encodes 1024 aa, which contains 1 N-terminal FISNA, 1 NACHT and 9 LRR domains (**Figure 10A**). The gene corresponding to CI01000353_00909159_00930428.path1 was named as NLRP12-like 2 (GenBank accession number: ON012778). The complete ORF of NLRP12-like 2 encodes 910 aa, which contains 1 N-terminal FISNA, 1 NACHT and 10 LRR domains (**Figure 10B**).

**Figure 10:**
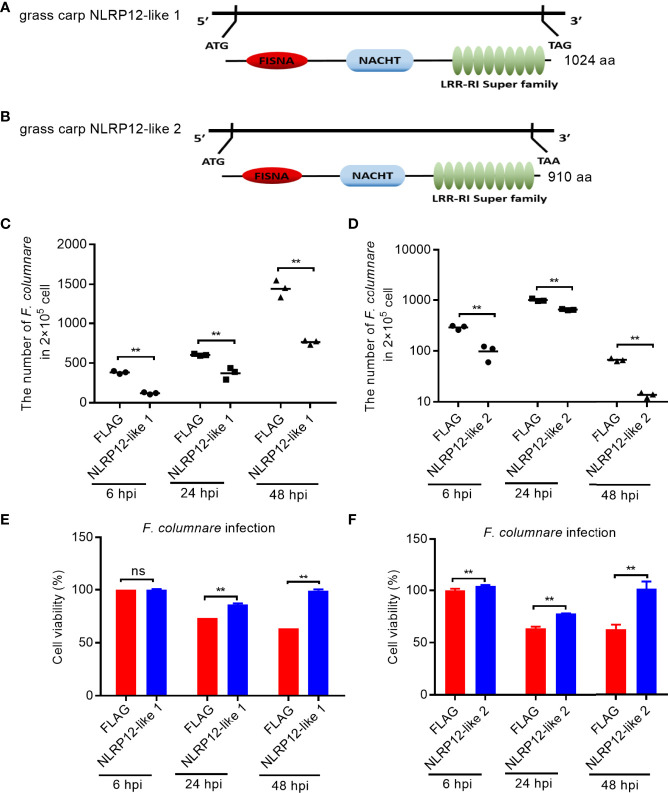
The effects of NLRP12-like genes impaired by salinity treatments in bacterial infection. **(A)** Domain diagram for grass carp NLRP12-like 1. **(B)** Domain diagram for grass carp NLRP12-like 2. **(C)** The effect of grass carp NLRP12-like 1 on the *F*. *columnare* proliferation. **(D)** The effect of grass carp NLRP12-like 2 on the *F*. *columnare* proliferation. **(E)** The effect of grass carp NLRP12-like 1 on the cell survival. **(F)** The effect of grass carp NLRP12-like 2 on the cell survival. For **(C–F)**, Data represented means ± SEM (n = 3), and were tested for statistical significance. **p < 0.01; ns, not significant. The asterisk above the bracket indicates statistical significance between the two groups connected by the bracket.

To evaluate the role of NLRP12-like 1 and NLRP12-like 2 on the *F. columnare* proliferation and cell survival, we performed antibacterial assay and CCK8 assay. Compared with control cells transfected with FLAG empty plasmid, the overexpression of NLRP12-like 1 or NLRP12-like 2 in CIK cells significantly inhibited the proliferation of *F. columnare* at 6, 24 and 48 hpi (**Figures 10C, D** **)**, and increased cell survival at 24 and 48 hpi (**Figures 10E, F** **)**.

## Discussion

The development and utilization of fish culture in saline-alkali water is an important way to improve comprehensive production capacity of saline-alkali water. Grass carp is an economically important freshwater fish in china, which can tolerate low levels of salinity and even inhabit brackish water (19, 20). Previous studies have shown the effects of salinity on the electrocardiogram and some of blood serum minerals (20), thyroid activity (21), serum total protein (22), the behavior and physiology of grass carp (23). After 30 days of temporary rearing in brackish water, the salinity of 5‰ and 7.5‰ had no effect on the weight gain rate and survival rate of grass carp (24). In the present study, we report the effects and molecular regulation mechanisms of different concentrations of salinity stress on the health and disease resistance of grass carp. Similar to previous report (24), salinity treatments using 3‰ or 6‰ concentrations had no effect on the survival rate of grass carp in the absence of infection. However evaluation of the percent of unhealthy fish in the absence of infection and the survival of grass carp infected with *F. columnarae* showed that salinity treatments significantly impaired the health and disease resistance of grass carp. Interesting, the severity of pathological symptoms and mortality of grass carp treated with 6‰ were much lower than those treated with 3‰, which was different from this phenomenon observed in euryhaline teleosts. The fish cultured in low salinity present better growth performances and survival rates than in normal salinity in large yellow croaker *Larimichthys crocea*, grey mullet *Mugil cephalus* and pompano *Trachinotus marginatus* (25–27). These differences may reflect the existence of different adaptive mechanisms to salinity stress between the marine and freshwater fish species.

For immune-related signaling pathways, none was annotated in the gills of tiger puffer (*Takifugu rubripes*) with the low-salinity stress of 4‰ (28), cytokine-cytokine receptor interaction (41 DEGs) annotated in the gills of hybrid tilapia with the salinity stress of 25‰ (29), TNF signaling pathway (60 DEGs), NF-kappa B signaling pathway (55 DEGs) and cytokine-cytokine receptor interaction (70 DEGs) annotated in the gills of Siberian sturgeon *Acipenser baeri* with the high-salinity stress of 30‰ (30). In the present study, higher numbers of DEGs involved in cytokine-cytokine receptor interaction were enriched in the gills of grass carp treated with 6‰ salinity (64 DEGs) than in the gills of grass carp treated with 3‰ salinity (36 DEGs) in the absence of infection. All these data suggest that the higher salinity need recruit the greater numbers of cytokines and their receptors to balance inflammatory response, since cytokines play a role in a variety of inflammatory processes (31). Besides that, these DEGs involved in Toll-like receptor signaling pathway and apoptosis were only impaired in the 6‰-treated asymptomatic fish. Most genes involved in Toll-like receptor signaling pathway are cytokines and cytokine receptors such as chemokine ligand 8b, chemokine ligand 11, chemokine ligand 18a, chemokine ligand-like protein, tumor necrosis factor-alpha, interleukin-8 and so on. For these DEGs related to apoptosis, the expressions of calpain-1, calpain-2, calpain-8, cathepsin B, and tumor necrosis factor-alpha so on were decreased. In the pacific oyster *Crassostrea gigas* and the white shrimp *Litopenaeus vannamei*, it is believed that apoptosis suppression may be one of reasons that they are able to deal with large variations in salinity as euryhaline organisms (32, 33). We speculate that apoptosis suppression might contribute to the salinity adaptation of grass carp in the salinity water of 6‰ more than in 3‰. Further research is needed to confirm how apoptosis suppression affect the survival of freshwater fishes in different saline-alkali water.

NOD-like receptor signaling pathway is one of crucial signaling pathways for in host defense against pathogen infection. Recent studies have shown that NOD-like receptor signaling pathway is significantly enriched in silvery pomfret under high salinity stress (32‰), and in all salinity comparison groups including 14‰ vs 22‰, 22‰ vs 30‰ and 14‰ vs 30‰ for the ark shell *Anadara kagoshimensis* (13, 34). 

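The 49 matched genes of Fig. 4A were also compared in the asymptomatic fish of both salinities, for which the enrichment of a pathway cannot be recomputed without the pathway annotation. In con vs 3‰-treated asymptomatic fish, 40 genes were higher and 7 lower than in control fish and 2 were listed at 0 in all fish of both groups, 8 were up-regulated DEGs, and the median log2 fold change of the 48 tested genes was 0.66. Adjusted over the list alone 2 genes had a p below 0.05, and 0 did over all tested genes with limma. In each NLR of Fig. 4A given by genome locus, 3‰-treated asymptomatic replicates 1 and 2 lay above all control fish, and replicate 3 did not. CI01000492_00000416_00034069 had 19.36, 19.83 and 3.328 FPKM in these fish, and 6.322, 6.586 and 9.951 in control fish. Few DEGs among these NLRs therefore need not mean a uniformly weak response at 3‰. Not all listed genes showed this, as C-type lysozyme had 7.049 FPKM in replicate 3 and at most 2.899 in control fish. The salinities were then set against each other directly. In 3‰-treated vs 6‰-treated asymptomatic fish 47 of the 49 genes were higher at 6‰ and 28 were DEGs, with a median of 1.41, or 1.29 without the 2 genes listed at 0 in all 3‰-treated asymptomatic fish. Over all tested genes 0 had an adjusted p below 0.05 in this comparison (limma, Benjamini-Hochberg), and 22 did when adjusted over the list alone, which was chosen on these libraries and so gives no independent evidence. In the symptomatic fish 26 genes were higher at 6‰ and 22 lower, and 1 DEG was found in each direction. The interaction of salinity and symptoms passed the DEG threshold in 12 genes (limma). Of the list, 0 genes had an adjusted p below 0.05 over all tested genes, and 3 did when adjusted over the list alone. Among the 12 are proteasome subunit beta type-9, proteasome 20S subunit beta 12 and antigen peptide transporter 2, neighbours on scaffold CI01000319. Both proteasome genes are also among the 3. They were listed at 0 in 7 fish, so a variant of the region carried by some fish stays open for them. The paper drew Fig. 4A from comparisons of the other 3 treated groups with control and not from the 3‰-treated asymptomatic fish. A lower level in that group than in 6‰-treated asymptomatic fish, and an interaction above 0, therefore follow in part from the choice of the list.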

In grass carp, NOD-like receptor signaling pathway is significantly enriched in 6‰-treated asymptomatic fish but not in 3 ‰-treated asymptomatic fish, which may suggest that in the absence of infection, NOD-like receptor signaling pathway can only sense salinity stress above a certain level. Salinity treatments can trigger an inflammatory response in a very small amount of grass carp, as evidenced by the increased NLRP1, NLRP3, NLRP12, pro-IL-1β and IL-1β (**Supplementary Figure 1**). Different from salinity-treated symptomatic fish, more DEGs involved in the upstream sensors of NOD-like receptor signaling pathway, which include 32 NLRs (NOD1, CARD, NLRC3-like proteins, NLRP1-like proteins, NLRP12-like proteins), anthrax toxin receptor 2 (ANTXR), RNA helicase DHX33, and GPCR, were induced in the gills of 6‰-treated asymptomatic fish (**Supplementary Figure 2**). In addition, compared with 3‰-treated asymptomatic and symptomatic fish, the expressions of 7 NLRs were significantly higher in 6‰-treated asymptomatic and symptomatic fish. 

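The 7 NLRs of Fig. 9B were compared between all 3‰-treated and all 6‰-treated fish. NLRP12 CI01000140_02179741_02185260 had 1.07 ± 0.261 FPKM in 3‰-treated asymptomatic, 1.32 ± 0.359 in 3‰-treated symptomatic, 3.48 ± 1.13 in 6‰-treated asymptomatic and 2.76 ± 0.676 in 6‰-treated symptomatic fish (SD, n = 3). Its log2 fold change was 0.89 (SE 0.17, adjusted p = 0.182 from limma with Benjamini-Hochberg adjustment), the highest 3‰-treated fish had 1.705 FPKM and the lowest 6‰-treated fish 2.02, and it passed the DEG threshold with any 1 fish left out. NLRC3 CI01035499_00001314_00001491 rose by 0.64 (SE 0.18, adjusted p from limma 0.279) and was a DEG except without 6‰-treated asymptomatic replicate 1, where the value was 0.48. NLRC3 CI01117969_00000011_00000940 rose by 0.61 (SE 0.20, adjusted p from limma 0.355). It was no DEG without 3‰-treated asymptomatic replicate 3 (0.49), 3‰-treated symptomatic replicate 2 (0.57), 6‰-treated asymptomatic replicate 1 (0.53) or 2 (0.53) or 6‰-treated symptomatic replicate 2 (0.56), and its change was 1.10 in asymptomatic and 0.13 in symptomatic fish. NLRP3-like isoform X1 CI01000314_01676239_01691014 with 0.58 (SE 0.17, adjusted p from limma 0.29) and NLRC3-like CI01107479_00000005_00000672 with 0.56 (SE 0.13, adjusted p from limma 0.209) lay just below the fold threshold. The former passed it with a pseudocount of 0.1 or 0.01 (0.64 in both) and without replicate 2 of either 3‰-treated group (0.66 and 0.60), 6‰-treated asymptomatic replicate 3 (0.63) or 6‰-treated symptomatic replicate 1 (0.67), and the latter without 3‰-treated asymptomatic replicate 2 (0.60), 6‰-treated asymptomatic replicate 3 (0.62) or 6‰-treated symptomatic replicate 1 (0.61) or 3 (0.59). NLRP3-like CI01109523_00000176_00000349 changed by 0.25 (SE 0.22, adjusted p from limma 0.8), by 0.88 in asymptomatic fish and by -0.39 in symptomatic fish. Against control this gene changed by 0.0007 in 6‰-treated asymptomatic fish. It was a down-regulated DEG in 3‰-treated asymptomatic (-0.88) and 6‰-treated symptomatic fish (-1.045). NLRP3 CI01000356_00365892_00382964 did not pass the filter on low FPKM, with group means of 0.473 and 0.400 FPKM in 3‰-treated and 0.591 and 0.242 FPKM in 6‰-treated asymptomatic and symptomatic fish. Of the 6 tested genes, 3 were DEGs over both symptom groups, 6 between the asymptomatic groups and 1 between the symptomatic groups, and in 2 the change with salinity differed between asymptomatic and symptomatic fish at the DEG threshold. With 1 fish left out the first of these numbers was 1 (without 6‰-treated asymptomatic replicate 1) to 5 (without 3‰-treated asymptomatic replicate 2, 6‰-treated asymptomatic replicate 3 or 6‰-treated symptomatic replicate 1). Adjusted over the list alone, 5 had a p below 0.05 over both symptom groups.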

We speculate that these NLRs regulated by salinity treatments may act as the sensors for environmental salinity stress. How these NLRs affect grass carp adaptation to salinity stress remain to study further.

It is generally believed that all NLRs have the common domains of NACHT-LRR. However unlike NLRC subgroup in mammals, these NLRs with the FISNA (Fish-specific NACHT associated) domain but not caspase recruitment domain is considered to be unique for teleost fish (35). Interesting, these NLRs unique for teleost fish, were regulated by salinity and *F. columnare* infection. The function of most NLRs unique for teleost fish is unknown. Our previous study has shown the negative regulation of NLRC3-like 1 in the *Edwardsiella piscicida* infection. Zebrafish NLRC3-like 1 can interact with the adaptor protein RIPK2 of NOD-like receptor signaling pathway *via* its FISNA and NACHT domains, and inhibit the assembly of the NOD1-RIPK2 complex (36). Although the exact functional mechanisms remain to be further investigated, the present study showed that two novel NLRs unique for teleost fish, whose expression levels were significantly impaired by *F. columnare* infection in the grass carp treated with salinity treatments, could inhibit *F. columnare* proliferation and improve the survival rate of infected cells. All these dada revealed that these NLRs unique for teleost fish have different functions in pathogen infection. Furthermore, previous studies showed that transfer from fresh water to seawater did not alter plasma levels of immunoglobulin M (IgM) in the tilapia (*Oreochromis mossambicus*), however salinity ≥20‰ downregulated the mRNA expression levels of IgM and reduced antibody production in the vaccinated Nile tilapia (*O. niloticus*) (37, 38). Compared with the full seawater (38‰)-acclimated fish, the total IgM levels of seabream was increased for the acclimation to hypersaline water (55‰) for 14 days, but no changes for brackish water acclimation (12‰) for 14 or 100 days (39). The results of the present study were consistent with a previous study, which showed a suppressed immune response in freshwater fish in response to salinity treatment and bacterial infection (38). 

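Immunoglobulin genes that Fig. 7B lists by genome locus were looked up in the uninfected fish, and all 14 such genes passed the filter on low FPKM. IgD is listed there only under newGene numbers of another assembly and was not matched. IgM heavy chain CI01119064_00000599_00000907 had 219.5 ± 135 FPKM in control fish, 224 ± 150 in 3‰-treated asymptomatic, 249 ± 276 in 3‰-treated symptomatic, 155 ± 76.2 in 6‰-treated asymptomatic and 499 ± 378 in 6‰-treated symptomatic fish (SD, n = 3). The log2 fold changes against control were 0.11, -0.20, -0.35 and 0.91 (SE 0.98), with adjusted p of 0.97, 0.965, 0.875 and 0.862 from limma. Its direction in the first 3 groups changed with the fish included, from -0.57 to 0.55, from -1.12 to 0.56 and from -1.04 to 0.08. Membrane-bound IgZ CI01000069_04942590_04973602 had 188 ± 93.1 in control fish and 164 ± 91.6, 176.1 ± 157, 115 ± 61.8 and 359 ± 234 in the treated groups in the same order. It changed by -0.17, -0.28, -0.70 and 0.78 on the log2 scale (SE 0.76, adjusted p from limma 0.939, 0.933, 0.657 and 0.838), and in both 3‰-treated groups its direction also depended on single fish (-0.69 to 0.15 and -0.97 to 0.10). Over the 14 genes, no DEG was found in 3‰-treated asymptomatic, 3‰-treated symptomatic or 6‰-treated asymptomatic fish, where the medians of the log2 fold changes were -0.11, -0.19 and -0.60. With 1 fish left out the first median lay between -0.40 and 0.28 and was above 0 without control replicate 2 or 3‰-treated asymptomatic replicate 2 or 3, and the second lay between -0.68 and 0.15 and was above 0 without 3‰-treated symptomatic replicate 2 or 3, so no direction is given for them. The third lay between -0.80 and -0.18, with -0.30 and -0.34 without control replicate 2 and 3 and -0.18 without 6‰-treated asymptomatic replicate 1. In 6‰-treated symptomatic fish 13 of the 14 were higher than in control (12 after median-ratio scaling or quantile normalization), with a median of 0.78, and 1 was a DEG. This median was 0.24 without control replicate 1, 0.50 and 0.31 without 6‰-treated symptomatic replicate 1 and 2, and 1.35 without replicate 3. The DEG was Ig lambda-1 light chain CI01000334_00016497_00019305, singled out after its values were seen, at 2.98 ± 0.857 FPKM in control and 10.2 ± 1.82 in 6‰-treated symptomatic fish (log2 fold change 1.51, SE 0.56, adjusted p from limma 0.39). It was no DEG without control replicate 1 (1.32) or 6‰-treated symptomatic replicate 2 (1.41). The number of DEGs over the 4 comparisons was 0 without 6‰-treated symptomatic replicate 2, 2 without control replicate 3, 3‰-treated asymptomatic replicate 1 or 3, 3‰-treated symptomatic replicate 2 or 6‰-treated symptomatic replicate 1, and 3 without 6‰-treated asymptomatic replicate 2 or 6‰-treated symptomatic replicate 3. After median-ratio scaling it was 3, and 2 after quantile normalization. Between the salinities, 12 of the 14 were lower at 6‰ in asymptomatic fish, with a median of -0.47 and no DEG (1 without 3‰-treated asymptomatic replicate 3 or with only the groups compared in the fit), and all 14 were higher at 6‰ in symptomatic fish, with a median of 0.85 and 1 DEG. Both numbers were the same after median-ratio scaling and quantile normalization. Without 3‰-treated asymptomatic replicate 1 the first was 7, with a median of -0.012, and without 6‰-treated asymptomatic replicate 1 it was 9, with a median of -0.038, while the median was -0.90 without 3‰-treated asymptomatic replicate 3 and -0.88 without 6‰-treated asymptomatic replicate 2. The second was 12 without 3‰-treated symptomatic replicate 2 or 6‰-treated symptomatic replicate 2, and its median was 0.48 and 0.45 without these, 0.45 without 3‰-treated symptomatic replicate 3, 1.48 without 3‰-treated symptomatic replicate 1 and 1.61 without 6‰-treated symptomatic replicate 3. The DEG between the symptomatic groups was Ig light chain L2 CI01000334_00002698_00003642, singled out after its values were seen (0.96, SE 0.43, adjusted p from limma 0.933). It was no DEG without 3‰-treated symptomatic replicate 2 (0.44) or 6‰-treated symptomatic replicate 1 (0.94) or 2 (0.59), with a pseudocount of 0.01 (0.99) or with only the groups compared in the fit. The number of DEGs in this comparison was 0 without replicate 2 of either symptomatic group, 2 without 3‰-treated symptomatic replicate 1 and 4 without 6‰-treated symptomatic replicate 3. Over both symptom groups 9 were higher and 5 lower at 6‰, with a median of 0.13 and no DEG. With 1 fish left out 6 to 12 were higher, the median lay between -0.07 and 0.40, and it was below 0 without 3‰-treated asymptomatic replicate 3, 3‰-treated symptomatic replicate 2 or 3, 6‰-treated asymptomatic replicate 2 or 6‰-treated symptomatic replicate 2, so no direction can be given. There were 2 DEGs without 3‰-treated symptomatic replicate 1 or 6‰-treated symptomatic replicate 3, and 1 without 3‰-treated asymptomatic replicate 1 or 6‰-treated asymptomatic replicate 1 or 3. No gene had an adjusted p below 0.05 in any of these comparisons (limma). The spread of these genes between fish of a group limits what 3 fish per group can detect. Many of them also varied together across fish. In 6‰-treated symptomatic fish IgM had 600.3, 815.3 and 80.46 FPKM and IgZ had 413.3, 560.4 and 102.8. The numbers of genes higher or lower are therefore not independent evidence.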

In the absence of infection, salinity treatments have no effects on grass carp IgM, IgD, IgZ, Ig light chain or heavy chain. In the existence of pathogen, salinity treatments significantly impaired the production of Ig levels, especially IgD and IgZ. Significantly, the IgM levels in grass carp left untreated or treated with 3 ‰ and 6 ‰ salinity were consistent with the survival of grass carp with the infection of *F. columnare* (untreated control group > 6‰-treated group > 3‰-treated group). Thus, optimum salinity range may be an important factor in activating the innate and adaptive immune pathways to achieve maximum antibody production, and the inhibited IgM and NLRs may correlate with mortality in grass carp following *F. columnare* infection.

The possible mechanisms why the severity of pathological symptoms and the percent of unhealthy grass carp treated with 6‰ were much lower than those treated with 3‰ were also further explored. Besides ionic and osmotic stress, salinity stress can induce secondary stresses, especially oxidative stress in teleost (40). However oxidative stress plays an essential role in the pathogenesis and progression of inflammatory disease such as inflammatory bowel disease (41). The tight junction (TJ) claudin proteins and hypoxia-inducible factors are involved in the regulation of oxidative stress and intestinal inflammation (42, 43). The downregulations of several “tightening” TJ proteins like claudin-1 and -4, together with an upregulation of claudin-2, were found to contribute to the barrier defect observed in ulcerative colitis (44). Hypoxia-inducible factor-2 alpha was found to play a protective role against ischemia of the kidney *via* amelioration of oxidative stress (45). A conditional knockout of myeloid hypoxia-inducible factor-1 alpha ameliorated whereas the knockout of hypoxia-inducible factor-2 alpha aggravated murine dextran sodium sulfate-induced colitis (46). 

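Hypoxia-inducible factor-2 alpha is listed at a pair of neighbouring loci of scaffold CI01000012. The FPKM of these loci were similar in most fish. Whether they belong to 1 gene was not tested, so they may not be separate measurements although they are counted as separate genes here. At CI01000012_01412584_01433078 the FPKM was 21.7 ± 5.17 in 3‰-treated asymptomatic, 16.8 ± 2.82 in 3‰-treated symptomatic, 47.1 ± 8.44 in 6‰-treated asymptomatic and 29.6 ± 22.5 in 6‰-treated symptomatic fish (SD, n = 3). The log2 fold change of all 6‰-treated over all 3‰-treated fish was 0.82 (SE 0.27, adjusted p = 0.346 from limma with Benjamini-Hochberg adjustment). CI01000012_01435706_01436086 had 23.4 ± 6.91, 18.7 ± 0.881, 47.5 ± 8.79 and 32.0 ± 19.7 FPKM in the same groups and rose by 0.80 (SE 0.22, adjusted p from limma 0.277). Hypoxia-inducible factor-4 alpha CI01000072_02058184_02067046 had 44.2 ± 7.81, 50.7 ± 10.9, 90.4 ± 41.5 and 84.6 ± 50.2 FPKM and rose by 0.77 (SE 0.26, adjusted p from limma 0.357). All 3 genes were DEGs over both symptom groups and between the asymptomatic groups, and none was between the symptomatic groups, with 0 of the 3 differing in their change between asymptomatic and symptomatic fish at that threshold. Without 6‰-treated symptomatic replicate 2, which had the highest FPKM of its group for each of them, the changes fell to 0.54, 0.58 and 0.54 and none of the 3 was a DEG over both symptom groups. The 9 claudin genes were each higher at 6‰, with log2 fold changes between 0.19 and 0.60 and a median of 0.43. A single gene passed the DEG threshold, claudin-23 CI01000304_04230808_04231542 with 0.60 (SE 0.17, adjusted p from limma 0.29), and it did not without 3‰-treated asymptomatic replicate 1 (0.48), 3‰-treated symptomatic replicate 1 (0.52) or 3 (0.57), 6‰-treated asymptomatic replicate 1 (0.55) or 6‰-treated symptomatic replicate 3 (0.52). Others passed when 1 fish was left out, claudin-10 CI01000350_00146107_00147209 without 6‰-treated symptomatic replicate 3 (0.62) and claudin-4 CI01000091_00368135_00368878 without 6‰-treated symptomatic replicate 1 (0.59). Claudin-10-like CI01000024_05009338_05014066 changed by 0.42 with the pseudocount of 1 and passed with a pseudocount of 0.1 (0.74) or 0.01 (0.81). Between the asymptomatic groups 8 of the 9 claudin genes were DEGs, with a median log2 fold change of 0.74, and between the symptomatic groups 0 were, with a median of 0.13 and 7 of the 9 higher at 6‰. The change differed between asymptomatic and symptomatic fish at the DEG threshold in 1 of them, claudin-10-like. Over all tested genes none of these genes had an adjusted p below 0.05 in any of these comparisons. Adjusted over the list alone, 7 claudin genes and all 3 hypoxia-inducible factor genes did over both symptom groups, on lists that the study chose from these libraries. Against control, the median claudin change was 0.0011 in 3‰-treated asymptomatic, -0.13 in 3‰-treated symptomatic, 0.69 in 6‰-treated asymptomatic and 0.072 in 6‰-treated symptomatic fish. In 6‰-treated asymptomatic fish 5 claudin and all 3 hypoxia-inducible factor genes were up-regulated DEGs against control. Of these genes, 2 claudin and 2 hypoxia-inducible factor genes had an adjusted p below 0.05 over all tested genes (limma).

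**Figure D2:**
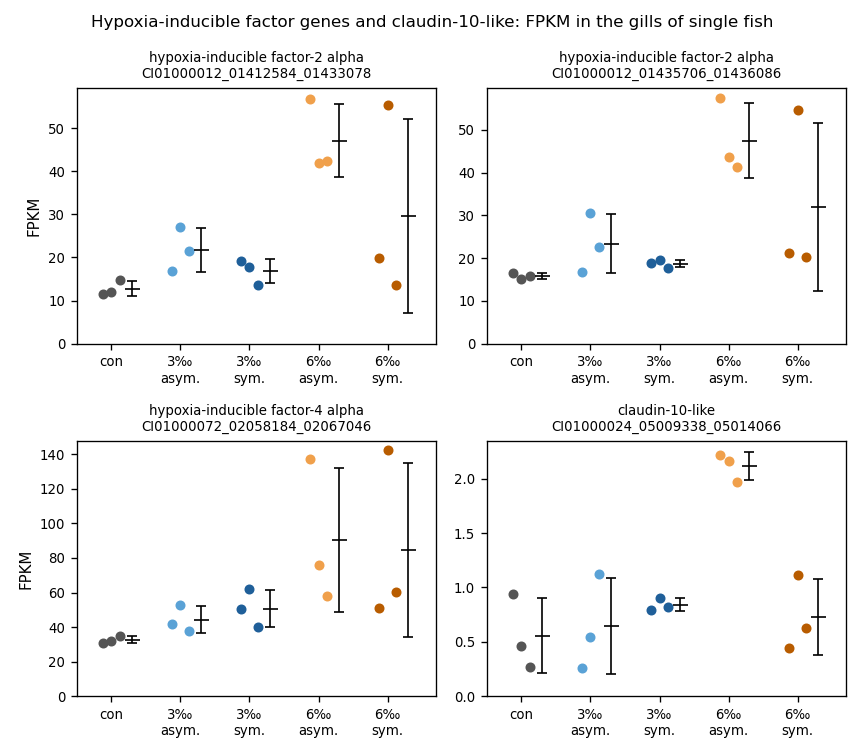
FPKM of the 3 hypoxia-inducible factor genes and of claudin-10-like, by group on the x axis. Each dot is 1 fish and the bar beside the dots is the mean ± SD of the 3 fish. For the hypoxia-inducible factor genes 1 fish of the 6‰-treated symptomatic group lies far above the other two, and claudin-10-like lies between 1.968 and 2.217 FPKM in the 6‰-treated asymptomatic fish and at 1.128 or below in all others.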

Here, comparative transcriptome analysis revealed that 3‰ salinity-treated fish has a lower transcriptional levels for 9 claudin proteins, 2 hypoxia-inducible factor-2 alpha and 1 hypoxia-inducible factor-4 alpha. In addition, semaphorins have been identified as the “immune semaphorins” (47). Among them, semaphorin 3A is important in downregulating autoimmune diseases, semaphorin 3E as a critical factor for protective immunity against intracellular *chlamydia muridarum* infection, and semaphorin 4C in protecting against allergic inflammation (48–50). 

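The semaphorins of Fig. 9B are semaphorin-3D, semaphorin-3ab, semaphorin-3E, semaphorin-4C isoform X1 and semaphorin-4B. Their log2 fold changes between all 3‰-treated and all 6‰-treated fish were 0.21, 0.35, 0.57, 0.51 and 0.61. The last, CI01000026_05004965_05013169, was the 1 DEG (SE 0.24, adjusted p from limma 0.442), and it was none without 3‰-treated asymptomatic replicate 3 (0.42), 3‰-treated symptomatic replicate 2 (0.58), 6‰-treated asymptomatic replicate 2 (0.55) or 6‰-treated symptomatic replicate 1 (0.57). Semaphorin-3E CI01000013_10127318_10157548 had the smallest adjusted p of the 5, 0.206 from limma (SE 0.13), and each of the 6‰-treated fish lay above each of the 3‰-treated fish. It passed the DEG threshold with a pseudocount of 0.1 (0.94) or 0.01 (1.01), and without 3‰-treated asymptomatic replicate 1 (0.59), 3‰-treated symptomatic replicate 1 (0.60) or 2 (0.64), 6‰-treated asymptomatic replicate 3 (0.63) or 6‰-treated symptomatic replicate 2 (0.60). Semaphorin-4C isoform X1 CI01000071_03793473_03817709 passed without 6‰-treated symptomatic replicate 2 (0.61). All 5 were also higher at 6‰ within the asymptomatic fish, where 3 were DEGs, and within the symptomatic fish, where 0 were, and the difference between these changes passed the DEG threshold for 0 of the 5. After adjustment over all tested genes 0 had a p below 0.05, and adjusted over the list alone, which was chosen on these libraries, 4 did over both symptom groups.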

The expressions of these “immune semaphorins” in 6‰ salinity-treated fish were higher than in 3 ‰ salinity-treated fish. Therefore, the difference of immune response involved in oxidative stress and inflammation might lead to the difference in the severity of pathological symptoms and the percent of unhealthy grass carp between 3‰ and 6‰ salinity-treated grass carp.

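The genes of Fig. 9B were also tallied within each symptom group. Between the asymptomatic groups all 40 matched genes were higher at 6‰, with a median log2 fold change of 0.74, and 27 were DEGs. Between the symptomatic groups 32 were higher and 8 lower at 6‰, with a median of 0.23, and 3 were DEGs. No gene had an adjusted p below 0.05 over all tested genes in either comparison (limma, Benjamini-Hochberg), and 26 and 0 did when adjusted over the list alone. The interaction of salinity and symptoms passed the DEG threshold in 4 genes, with 0 at an adjusted p below 0.05 over all tested genes or over the list alone (limma). In con vs 6‰-treated asymptomatic fish 26 genes of the list were up-regulated DEGs and 1 was down-regulated. There 10 genes had an adjusted p below 0.05 over all tested genes (limma), and 0 did in the remaining treated groups against control. Because the list was chosen by its trend in these libraries, none of these counts is independent evidence. The paper starts from the lower levels of the claudins, the hypoxia-inducible factors and the semaphorins at 3‰. It proposes that a difference in the immune response involving oxidative stress and inflammation might lie behind the difference in symptom severity between the salinities.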

In short, this study characterized the pathological changes and transcriptomic responses in the gills of grass carp treated with 3‰ and 6‰ salinity. Through the expression data from 5 libraries in the absence of infection and 9 libraries with the infection of *F. columnare*, the present study provided some useful insights into the immune responses of grass carp in response to 3‰ and 6‰ salinity stress, and offered a number of candidate genes as potential markers of sensing environmental salinity stress and pathogens, especially for NLRs. In future work, we will further investigate the exact mechanisms how NLRs unique for teleost fish affect grass carp adaptation to salinity stress and disease resistance against pathogens.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI, accession ID: GSE185170 and GSE185641.

## Ethics Statement

All animal experiments were conducted in accordance with the Guiding Principles for the Care and Use of Laboratory Animals approved by the Institute of Hydrobiology, Chinese Academy of Sciences.

## Author Contributions

MC conceived and designed the experiments. HF, XW, YY, SZ, and JZ performed the experiments and analyzed the data. MC and JZ wrote the manuscript. MC revised the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This study was financially supported by the National Key Research and Development Program of China (Grant No. 2019YFD0900703).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

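Gill RNA of 15 uninfected grass carp, 3 fish in each of 5 groups, was measured by paired-end sequencing with 1 library per fish. The authors deposited 1 file per fish with the FPKM of 40116 genes, scaled by transcript length and by the total of the library. The paper's methods describe TruSeq libraries and a de novo assembly with Trinity, while the files name most genes by a genome locus. The genome build, the aligner, the counting and any filter behind the FPKM values are not given in the sources used here. In each file 1 line held annotation text in place of a gene and was left out. The low FPKM values showed no step of 1 read that was shared between libraries, so the depth in reads behind a value is not known and no count test was applied.

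Comparisons were made on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3, in 1 linear model over the 5 groups, so that all groups share an estimate of the spread between fish (10 residual degrees of freedom, and 2.64 from the prior). Genes with a mean FPKM of at least 0.5 over all fish were tested, which left 24647 genes. The paper gives a fold change of at least 1.5 and a p below 0.05, and its text does not say whether that p is adjusted. The unadjusted p was used here, and the Benjamini-Hochberg adjusted p is given beside it. In 3‰-treated vs 6‰-treated fish the mean of the asymptomatic and symptomatic difference was tested, and the difference between these differences is the interaction of salinity and symptoms. Shared DEGs of comparisons with the same control fish were set beside 100 draws in which the residuals were permuted so that all groups were unchanged.

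The tests were tried on simulated data, in which 200 genes were changed by known amounts among the 24647. The changed genes were drawn from those of higher FPKM, and each change was larger than a fold of 1.5. The simulated spread of a gene was the same in all groups and independent of other genes. For con vs 6‰-treated asymptomatic fish 97% of the changed genes passed the DEG threshold (77% after adjustment), as did 669 unchanged genes, or 2.74% (15 after adjustment). For 3‰-treated vs 6‰-treated fish the values were 99% and 92.5% of the changed genes, and 364 unchanged genes, or 1.49% (11 after adjustment). An unadjusted threshold therefore passes many unchanged genes in each comparison. The real groups differ in spread and real changes can be smaller, so these values are not the power of the real comparisons. Nor is the number of unchanged genes that pass this stable. The permuted residuals, which keep the relation between genes, gave 46.7 to 1930.6 DEGs in con vs 3‰-treated asymptomatic fish (5% to 95% of the 100 draws).

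The groups, the tests, the rule for naming genes and the alternatives were set before the data were examined, except for the 2 alternatives named last in this paragraph. By that rule the text names the NLRs with a complete open reading frame, the NLRs, claudins, hypoxia-inducible factors and semaphorins of Fig. 9B, IgM and IgZ of Fig. 7B, NLRP12-like 2, and in con vs 6‰-treated asymptomatic fish the 2 genes that rose most and the 2 that fell most among those with an adjusted p below 0.05 and no overlap between the fish of both groups. Other genes named were chosen after their values were seen. The lists of Fig. 4A and Fig. 9B were read from the figures and were chosen by the study on these same libraries, so they were tallied and no set test was run. The alternatives were the adjusted p, a fit with only the groups compared, no filter on low FPKM (36466 genes above 0 in some fish), a mean FPKM of at least 1 (22114 genes), median-ratio scaling over 23368 genes, quantile normalization, a pseudocount of 0.1 or 0.01, the replicate number as a block, the salinity groups pooled without regard to symptoms, and leaving out each fish in turn. A variance prior that follows mean expression, and leaving out genes listed at 0 in some fish beside at least 10 FPKM in others, were added after seeing the data.

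Gene names are those the paper pairs with the identifiers. Of the identifiers, 0 matched the gene table of the HZGC01 assembly used for reference. Genes of Fig. 4A and Fig. 9B whose newGene number had no match are not analysed here. The enrichment of KEGG pathways needs an annotation that was not used here, so no pathway was recomputed, and the infected fish of the study are not analysed here.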

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

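The tests of the 3 genes in con vs 6‰-treated asymptomatic fish were chosen after their results were seen. Of the 4 genes described next for a change with salinity that differs between asymptomatic and symptomatic fish, 3 are of Fig. 9B. For these 3 the tests were planned. Those of NLRP3-like CI01000095_03598784_03614858 were chosen after its result was seen.

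In 4 genes of Fig. 9B and 12 of Fig. 4A, the change from 3‰ to 6‰ differed between asymptomatic and symptomatic fish. Of these genes 4 are described here, 3 of Fig. 9B and 1 NLR gene of Fig. 4A. They are the ones found among the NLRs, claudins, hypoxia-inducible factors and semaphorins of these lists. The difference itself was tested as an interaction in limma, at the DEG threshold. None of the 24647 genes had an adjusted p below 0.05 in this test (949 had an unadjusted p below 0.05, and the smallest adjusted p was 0.575), and in 50 of 100 drawn splits of the fish between asymptomatic and symptomatic as many genes passed the DEG threshold. Chance is therefore not excluded for the number of such genes. The study chose the genes of Fig. 4A and Fig. 9B on these same libraries, those of Fig. 4A from comparisons with control that leave out the 3‰-treated asymptomatic fish. That choice by itself favours an interaction above 0, so the interactions of listed genes are not independent evidence. Claudin-10-like CI01000024_05009338_05014066 rose by 0.96 from 3‰ to 6‰ in asymptomatic fish and changed by -0.11 in symptomatic fish, an interaction of 1.06 (1.064, SE 0.30). The smaller value after median-ratio scaling or quantile normalization was 1.0514, which argues against the scaling of the libraries as its cause, and without the fish that lowers it most, 3‰-treated asymptomatic replicate 1, it was 0.8892 and still past the threshold, which argues against a single fish. NLRP3-like CI01109523_00000176_00000349 rose by 0.88 in asymptomatic fish and changed by -0.39 in symptomatic fish, an interaction of 1.2662 (SE 0.44), with 1.2804 under the other scalings and 1.0255 without 3‰-treated symptomatic replicate 3, the fish that lowers it most. Its identifier gives a short locus. Against control it changed by 0.0007 in 6‰-treated asymptomatic fish. It was a down-regulated DEG in 3‰-treated asymptomatic (-0.88) and 6‰-treated symptomatic fish (-1.045), so the rise from 3‰ is not a rise above control. For NLRC3 CI01117969_00000011_00000940 the interaction was 0.975 (SE 0.41) and 0.9858 under the other scalings, but 0.728 without 3‰-treated asymptomatic replicate 3. It was not past the threshold in 7 of the 12 fits with 1 fish left out, those without replicate 1 or 3 of either 3‰-treated group, without 6‰-treated asymptomatic replicate 1 or 2, or without 6‰-treated symptomatic replicate 1, so a single fish as its cause cannot be told apart from a difference between the groups. NLRP3-like CI01000095_03598784_03614858 rose by 1.62 in asymptomatic fish and changed by -0.49 in symptomatic fish, an interaction of 2.1067 (SE 0.89), with 2.1127 as the smaller value under the other scalings, which argues against the scaling. Without 6‰-treated symptomatic replicate 3 it was 1.4982, and it was not past the threshold in 6 of the 12 fits with 1 fish left out, those without replicate 1 or 3 of 3‰-treated asymptomatic or 6‰-treated asymptomatic fish or without replicate 3 of either symptomatic group, so a single fish is not excluded for it either. Reads shared with other copies of these families were not tested and stay open, as does a biological difference between asymptomatic and symptomatic fish.

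Among the 291 genes with an adjusted p below 0.05 (limma, Benjamini-Hochberg) in con vs 6‰-treated asymptomatic fish, the genes of largest change outside those the paper discusses were these. CI01000376_00183041_00194776 rose from 4.74 ± 1.56 FPKM in control fish to 162 ± 70.7 (SD, n = 3), a log2 fold change of 4.78 (4.777, SE 0.84, adjusted p = 0.0244 from limma), with all 3 treated fish above all control fish. It was 36.0 ± 47.2 in 3‰-treated asymptomatic, 49.1 ± 10.3 in 3‰-treated symptomatic and 79.2 ± 85.2 in 6‰-treated symptomatic fish. CI01045635_00000947_00005473 changed from 57.8 ± 1.80 to 2.10 ± 2.44 FPKM, a log2 fold change of -4.5384 (SE 0.79, adjusted p = 0.0241 from limma). CI01000230_00274184_00280869 had 14.59, 17.47 and 19.17 FPKM in the control fish and 0.07722 in the first 6‰-treated asymptomatic fish, and was listed at 0 in the other two, with a log2 change of -4.1319 (SE 0.79, adjusted p = 0.0328 from limma) that depends on the added 1. In both genes all 3 treated fish were below all control fish. Both were also lower than in control fish in 3‰-treated asymptomatic (log2 fold changes of -1.90 and -1.52) and 6‰-treated symptomatic fish (-2.66 and -2.78), with adjusted p of 0.418, 0.48, 0.255 and 0.233 from limma, but not in 3‰-treated symptomatic fish (-0.02 and 0.12). The authors' scaling is argued against as the cause, since the smaller values after median-ratio scaling or quantile normalization were 4.6889, -4.5589 and -4.1796, and so is a single fish, since the smallest changes with 1 fish left out were 4.4428, -4.0508 and -4.0488 and all were past the threshold. A variant carried by some fish and reads shared between copies were not tested for these genes and stay open, besides an effect of salinity. The sources used here do not pair these identifiers with gene names.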

How the results depend on the processing

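The direction and the side of the threshold were compared under the alternatives for each named gene and for the counts of DEGs in each comparison, of shared DEGs, of DEGs among the genes of Fig. 4A and the immunoglobulin genes over the comparisons with control, and of DEGs among the genes of Fig. 9B in 3‰-treated vs 6‰-treated fish. With a mean FPKM of at least 1, with no filter, with the variance prior that follows mean expression and without the genes listed at 0 beside at least 10 FPKM, none of these counts moved by more than 1.5 times and no named gene that was still tested changed its call, apart from 2 without the filter that are given below. Claudin-10-like CI01000024_05009338_05014066 was not tested with a mean FPKM of at least 1, and proteasome 20S subunit beta 12 CI01000319_05750029_05750431 and CI01000230_00274184_00280869 were not tested without the genes listed at 0. Of these alternatives, the variance prior that follows mean expression and the leaving out of genes listed at 0 were chosen after seeing the data. Pooling the salinity groups without regard to symptoms, which applies to 3‰-treated vs 6‰-treated fish, also changed none of these. Where a value below changed, the cause was not tested, except that the adjusted p is by construction stricter.

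Requiring a Benjamini-Hochberg p below 0.05 left 2 DEGs in con vs 3‰-treated asymptomatic, 10 in con vs 3‰-treated symptomatic, 291 in con vs 6‰-treated asymptomatic and 9 in con vs 6‰-treated symptomatic fish, 3 in 3‰-treated vs 6‰-treated fish, 4 between the asymptomatic and 1 between the symptomatic groups, and 0 for the interaction. Of the shared DEGs it left 1 in total, 1 up and 0 down at 3‰, and 8 in total, 4 up and 4 down at 6‰. It left 14 genes of Fig. 4A and 1 of its NLRs in at least 1 comparison, and 0 genes of Fig. 9B, 0 of its NLRs and 0 immunoglobulin genes. Before the adjustment these were 42, 8, 10, 3 and 1.

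A pseudocount of 0.01 gave 608 shared DEGs at 3‰, 506 of them up, and 16 genes of Fig. 9B past the DEG threshold, and a pseudocount of 0.1 gave 485 shared up-regulated DEGs at 3‰. Quantile normalization gave 176 shared down-regulated DEGs at 3‰. Of the immunoglobulin genes 2 passed after quantile normalization, 3 after median-ratio scaling and 2 when only the groups compared entered the fit. Among single genes, the fit with only the groups compared called NLRC3 CI01000437_00000063_00010815 in both 6‰-treated groups and no longer protein NLRC3-like CI01000057_04728914_04731946 in 6‰-treated symptomatic fish, and both smaller pseudocounts called claudin-10-like, NLRP3-like isoform X1 and semaphorin-3E. Of the genes singled out after their values were seen, NLRC3 CI01000140_02095891_02110510 was no DEG between the asymptomatic groups without the filter (-1.21), with a pseudocount of 0.1 (-1.40) or 0.01 (-1.42) or with the replicate block, and between the symptomatic groups with only the groups compared in the fit. NLRC3 CI01000397_00142266_00144610 in con vs 3‰-treated asymptomatic fish was no DEG without the filter, with the block or with only the groups compared, and Ig light chain L2 CI01000334_00002698_00003642 between the symptomatic groups was none with a pseudocount of 0.01 (0.99), with the block or with only the groups compared. No other named gene changed its call under a scaling, filter or pseudocount.

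Because the groups share replicate numbers, a fit with the replicate number as a block was made. Of 30 pairs of libraries with the same number, 10 had a correlation of their deviations from the group means above 0.1, and the range was -0.474 to 0.54. In 0 of the 10 pairs of groups were all above 0.1, so the numbers do not pair the fish throughout. Between the symptomatic groups the correlation was 0.54 for replicate 1 and 0.51 for replicate 3, but -0.0087 for replicate 2. A relation between some fish of these groups is therefore not excluded. The block gave 2505 DEGs in con vs 6‰-treated asymptomatic fish, moved none of the counts listed at the top by more than 1.5 times and, besides the 3 genes above, changed the call of NLRP3-like CI01000095_03598784_03614858 in 6‰-treated symptomatic fish (1.44). Among the 14 immunoglobulin genes it gave 2 DEGs in place of 1 between the symptomatic groups, 1 in place of 0 in 3‰-treated vs 6‰-treated fish and 1 in place of 0 for the interaction.

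Leaving out each fish in turn had the largest effect besides the adjusted p. A group then has 2 fish and shares the spread of the others. The DEGs ranged from 1014 to 2575 in con vs 3‰-treated asymptomatic (without 3‰-treated asymptomatic replicate 1 and without control replicate 3), from 1252 to 2464 in con vs 3‰-treated symptomatic (without control replicate 2 and without 3‰-treated symptomatic replicate 3), from 1955 to 3521 in con vs 6‰-treated asymptomatic (without 6‰-treated asymptomatic replicate 1 and without control replicate 3) and from 1275 to 1971 in con vs 6‰-treated symptomatic fish (without control replicate 2 and without 6‰-treated symptomatic replicate 3). They ranged from 643 to 1551 in 3‰-treated vs 6‰-treated fish (without 6‰-treated symptomatic replicate 3 and replicate 1), from 993 to 1763 between the asymptomatic groups (without 6‰-treated asymptomatic replicate 1 and without 3‰-treated asymptomatic replicate 2), and from 383 to 2175 between the symptomatic groups (without 6‰-treated symptomatic replicate 3 and replicate 1), where 1234 were found without 3‰-treated symptomatic replicate 3. For the interaction they ranged from 607 (without 3‰-treated symptomatic replicate 2) to 1275 (without 3‰-treated symptomatic replicate 3), with 1234 without 6‰-treated symptomatic replicate 1. Shared DEGs at 3‰ ranged from 229 to 923 in total, 159 to 520 up and 66 to 403 down, each lowest without 3‰-treated asymptomatic replicate 1 and highest without control replicate 3, and 74 down without 3‰-treated symptomatic replicate 1. At 6‰ the shared down-regulated DEGs ranged from 234 (without 6‰-treated symptomatic replicate 2) to 431 (without control replicate 3). The NLRs of Fig. 9B past the threshold ranged from 1 (without 6‰-treated asymptomatic replicate 1) to 5 (without 3‰-treated asymptomatic replicate 2, 6‰-treated asymptomatic replicate 3 or 6‰-treated symptomatic replicate 1), and the immunoglobulin genes from 0 (without 6‰-treated symptomatic replicate 2) to 3 (without 6‰-treated asymptomatic replicate 2 or 6‰-treated symptomatic replicate 3).

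In 15 fits with 1 fish left out the log2 fold change of a named gene reversed its sign. They concern 7 log2 fold changes, none of them past the DEG threshold with all fish. These were newGene_5350 in con vs 6‰-treated symptomatic fish (-0.26 to 0.35), IgM heavy chain in con vs 3‰-treated asymptomatic (-0.57 to 0.55), con vs 3‰-treated symptomatic (-1.12 to 0.56) and con vs 6‰-treated asymptomatic fish (-1.04 to 0.0781), IgZ in con vs 3‰-treated asymptomatic (-0.69 to 0.15) and con vs 3‰-treated symptomatic fish (-0.97 to 0.10), and NLRP12-like 2 in con vs 3‰-treated asymptomatic fish (-0.0029 to 0.36). Further log2 fold changes of named genes lost their DEG call in 50 such fits and gained one in 17. The depth in reads is unknown, so which genes of low FPKM are limited by counting cannot be said. A spread between fish as large as that of the immunoglobulin genes limits what 3 fish per group can show.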

Differences from the paper's values

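In con vs 3‰-treated asymptomatic fish 369 genes were down-regulated, where the paper's value is 632. Of the alternatives set before the data were examined, the value lay within 1.5 times the paper's after median-ratio scaling (601), quantile normalization (615), with a pseudocount of 0.1 (463) or 0.01 (449), and without control replicate 3 (837) or 3‰-treated asymptomatic replicate 2 (485). It did not with the Benjamini-Hochberg p (1), with only the groups compared in the fit, with no filter, with a mean FPKM of at least 1 (318), the replicate block (354), or without control replicate 1 (262) or 2 (365) or 3‰-treated asymptomatic replicate 1 (291) or 3 (368).

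In con vs 6‰-treated asymptomatic fish 806 genes were down-regulated, and the paper's value is 1264. Within 1.5 times of it were the fit with only the groups compared (955), median-ratio scaling (1061), quantile normalization (1077), a pseudocount of 0.1 (893) or 0.01 (876), and the value without control replicate 3 (1157). Outside were the Benjamini-Hochberg p (74), no filter (836), a mean FPKM of at least 1 (713), the replicate block (788), and the values without control replicate 1 (610) or 2 (705) and without 6‰-treated asymptomatic replicate 1 (588), 2 (729) or 3 (715).

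Between 3‰-treated and 6‰-treated fish 417 genes were down-regulated, and the paper's value is 266. The value was within 1.5 times of the paper's with no filter (381), a mean FPKM of at least 1 (387), and without 3‰-treated asymptomatic replicate 3 (359), 3‰-treated symptomatic replicate 1 (368) or 2 (328), 6‰-treated asymptomatic replicate 1 (398) or 2 (320), or 6‰-treated symptomatic replicate 2 (306) or 3 (283). It was not with the Benjamini-Hochberg p (3), only the groups compared in the fit (421), median-ratio scaling (422), quantile normalization (425), a pseudocount of 0.1 (553) or 0.01 (551), the replicate block (435), pooled groups (422), or without 3‰-treated asymptomatic replicate 1 (403) or 2 (547), 3‰-treated symptomatic replicate 3 (544), 6‰-treated asymptomatic replicate 3 (410) or 6‰-treated symptomatic replicate 1 (754).

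Between the symptomatic groups 598 genes were DEGs and 255 of them down-regulated, and the paper's values are 355 and 124. The total was within 1.5 times of the paper's with only the groups compared in the fit (445), a mean FPKM of at least 1 (508), and without 3‰-treated symptomatic replicate 2 (420) or 6‰-treated symptomatic replicate 2 (465) or 3 (383). It was not with the Benjamini-Hochberg p (1), no filter (592), median-ratio scaling (598), quantile normalization (575), a pseudocount of 0.1 (763) or 0.01 (747), the replicate block (582), or without 3‰-treated symptomatic replicate 1 (695) or 3 (1234) or 6‰-treated symptomatic replicate 1 (2175). The down-regulated number was within 1.5 times of the paper's only without 6‰-treated symptomatic replicate 3 (140). It was 1 with the Benjamini-Hochberg p, 204 with only the groups compared in the fit, 256 with no filter, 220 with a mean FPKM of at least 1, 299 after median-ratio scaling, 318 after quantile normalization, 294 and 288 with a pseudocount of 0.1 and 0.01, 255 with the replicate block, and 292, 216 and 496 without 3‰-treated symptomatic replicate 1, 2 or 3 and 1014 and 187 without 6‰-treated symptomatic replicate 1 or 2.

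The paper gives the genes of Fig. 4A as up-regulated by salinity. Of the 49 matched, 45 were above control in all 3 comparisons and 42 passed the DEG threshold in at least 1. Of the NLRs among them, newGene_5350 was not a DEG, with log2 fold changes of -0.33, -0.14 and 0.07 in 3‰-treated symptomatic, 6‰-treated asymptomatic and 6‰-treated symptomatic fish. NLRC3 CI01000437_00000063_00010815 was higher in all 3 groups without passing the threshold, and it passed in both 6‰-treated groups when only the groups compared entered the fit. DNA polymerase epsilon catalytic subunit A, newGene_2515, was above 0 in 1 fish, 3‰-treated asymptomatic replicate 1 (0.5444 FPKM), and was not tested. Both newGene genes are matched by number alone, and a number can stand for another gene in another assembly.

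The paper states that 7 NLRs were significantly higher in 6‰-treated than in 3‰-treated fish. Of these 6 were higher and 3 of the 6 tested passed the DEG threshold, namely NLRP12 and both NLRC3 genes, with 4 under a pseudocount of 0.1 or 0.01 and 5 without 3‰-treated asymptomatic replicate 2, 6‰-treated asymptomatic replicate 3 or 6‰-treated symptomatic replicate 1. Between the asymptomatic groups alone all 6 tested genes passed. NLRP3 CI01000356_00365892_00382964 had means of 0.473 and 0.400 FPKM at 3‰ and 0.591 and 0.242 FPKM at 6‰, in asymptomatic and symptomatic fish. The paper states no effect of salinity on immunoglobulins in uninfected fish. IgM and IgZ passed no threshold in any of the 4 comparisons with control, and 1 of the 14 genes, Ig lambda-1 light chain CI01000334_00016497_00019305, passed in 6‰-treated symptomatic fish.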

Other observations

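The tests of the first principal component without the genes of highest FPKM, of the closest pair of fish, of neighbouring genes listed at 0 and of the proteasome region were chosen after the pattern was seen. The counts of splits, the scaling tests and the test of the first principal component after scaling were planned.

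Whether chance can be excluded for the numbers of DEGs was asked with other splits of the same fish. As many DEGs as in the real split were found in 1 of 10 splits for con vs 3‰-treated asymptomatic fish, 2 of 10 for con vs 3‰-treated symptomatic, 1 of 10 for con vs 6‰-treated asymptomatic, 3 of 10 for con vs 6‰-treated symptomatic, 1 of 10 between the asymptomatic groups and 6 of 10 between the symptomatic groups, with the real split included. With 10 splits chance cannot be excluded for any of these. The real split of con vs 6‰-treated asymptomatic fish, with 2555 DEGs, stands beside at most 1049 in the others, while the largest other split of the symptomatic groups had 4687. For 3‰-treated vs 6‰-treated fish 10 of 100 drawn splits, and for the interaction 50 of 100, gave as many, so chance is not excluded there either.

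In each comparison with control more DEGs were up- than down-regulated, with 73.9%, 65.1%, 68.5% and 67.4% up in 3‰-treated asymptomatic, 3‰-treated symptomatic, 6‰-treated asymptomatic and 6‰-treated symptomatic fish. After median-ratio scaling the shares were 54.981%, 60.37%, 55.607% and 59.36%, and after quantile normalization 51.0%, 57.3%, 54.4% and 54.4%. Both scalings centre the fold changes and so move the DEGs towards equal numbers up and down with or without a true excess. In none of the 4 comparisons can the authors' scaling therefore be told apart from a true excess. For the interaction the split was 372 and 367, and 454 and 279 after quantile normalization.

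On the first principal component of the 15 libraries, with 25.2% of the variance, control replicates 1 and 2, 3‰-treated symptomatic replicate 3 and 6‰-treated symptomatic replicate 3 lie lowest. After median-ratio scaling the component held 24.766% and the same 4 libraries were lowest, although they have the 4 highest shares of FPKM in their top 100 genes (33.2% to 35.8%, against 27.8% to 30.8% in the others). Without the 100 genes of highest FPKM in each library, 129 genes in all, and with the rest rescaled, it held 24.618% and the same 4 were lowest again. This argues against a few genes taking much of the FPKM as its whole cause, while what raises their share in these libraries was not tested. No batch is given, so a batch of libraries or tissue composition stays open and untested. The grouping of these 4 crosses the treatments.

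Replicate 1 of the 3‰-treated symptomatic and replicate 1 of the 6‰-treated symptomatic fish were the most similar of 105 pairs, with r = 0.983 across genes (next 0.955). Between them 30 genes at 10 FPKM or more in both differed 2-fold or more, where the smallest number within a group was 78 and the median of all pairs 372, and 20 genes were listed at 0 in one beside at least 10 FPKM in the other (smallest within a group 29). The spread of their log2 difference fell from 0.172 at 10 to 30 FPKM to 0.119 at 100 to 1000 FPKM, a ratio of 0.6919, where the other pairs had 0.652 to 1.10. Of the 20 genes, 5 had 30 FPKM or more in the library where they were above 0, up to 95.1, which argues against counting noise as the whole difference. Each of the 20 was also listed at 0 in 2 to 13 of the other fish, and a 0 can be a failed estimate, so 1 library under both labels cannot be told apart from a pair of very similar fish without read counts. The comparison of the symptomatic groups had 2175 DEGs without 6‰-treated symptomatic replicate 1 and 695 without 3‰-treated symptomatic replicate 1.

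A total of 129 genes were listed at 0 in some fish beside 10 FPKM or more in others. Whether such genes are neighbours was asked for the 10167 genes given by genome locus outside scaffold CI01000319, where the pattern had been seen, with a median of at least 10 FPKM over the fish in which they were above 0. Of these, 95 were listed at 0 in some fish. Counted over libraries, 31 pairs of neighbouring genes were both at 0, and they come from 5 gene pairs on 3 scaffolds. In 0 of 1000 shuffles of these genes were there as many (median 0, largest 16). A candidate explanation is a variant of a genome region, such as a deletion or a divergent haplotype, carried by some fish, which was not tested on genomic sequence. Reads shared between copies were not tested and stay open.

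On scaffold CI01000319, proteasome subunit beta type-9 CI01000319_05746833_05748261 and proteasome 20S subunit beta 12 CI01000319_05750029_05750431, whose identifiers give scaffold, start and end, both in Fig. 4A, were listed at 0 in 7 fish, the 3 control, the 3 3‰-treated asymptomatic fish and 6‰-treated symptomatic replicate 3. In the other 8 fish the former had at least 11.87 FPKM and the latter at least 24.21. Antigen peptide transporter 2 CI01000319_05742834_05745945 next to them had at most 2.999 FPKM in the same 7 fish and at least 8.196 in the other 8. Among the 217 genes that rose with an adjusted p below 0.05 and no overlap between fish in con vs 6‰-treated asymptomatic fish, proteasome 20S subunit beta 12 had the largest fitted change (adjusted p = 0.0402 from limma), a rank that depends on the added 1, since the control fish are listed at 0 and give no fold. Salinity alone is argued against, since 3 of the 6 fish at 3‰ had both genes above 0. A variant of the region carried by some fish may give such values, as 11.87 FPKM is far from 0, but it cannot be told apart from a response that differs between the groups, because 6 of the 7 fish belong to the control and the 3‰-treated asymptomatic group. Further along, of the 6 genes from CI01000319_05796587_05803719 to CI01000319_05828294_05834113, 5 were listed at 0 and 1 had 0.1634 FPKM in 3‰-treated asymptomatic replicate 3, and the next gene, CI01000319_05872448_05880610, had 34.81 to 41.68 FPKM in every fish.

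NLRP12-like 2 CI01000353_00909159_00930428, which the paper cloned, changed by 0.19, 0.38, 0.23 and 0.50 on the log2 scale against control in 3‰-treated asymptomatic, 3‰-treated symptomatic, 6‰-treated asymptomatic and 6‰-treated symptomatic fish and was a DEG in none, except without 6‰-treated symptomatic replicate 3 in the last (0.76). Of the 11 genes of the qRT-PCR experiment in infected fish that the paper gives by genome locus, looked up here in the uninfected fish without newGene_4697, 1 was an up-regulated DEG in con vs 6‰-treated asymptomatic fish, NLRC3 CI01117969_00000011_00000940 (log2 fold change 1.05, adjusted p from limma 0.103), 1 a down-regulated DEG in con vs 3‰-treated asymptomatic fish, NLRC3 CI01000397_00142266_00144610 (-1.61, adjusted p from limma 0.441), and none in the symptomatic groups against control. The latter was no DEG without control replicate 2 (-1.53) or 3 (-1.38) or 3‰-treated asymptomatic replicate 1 (-1.14) or 3 (-1.12). From 3‰ to 6‰, CI01117969_00000011_00000940 was an up-regulated DEG in asymptomatic fish (1.10) and over both symptom groups (0.61), and NLRC3 CI01000140_02095891_02110510 was a down-regulated DEG over both symptom groups (-1.28, SE 0.38), in asymptomatic fish (-1.21, SE 0.54) and in symptomatic fish (-1.35, SE 0.54), with adjusted p of 0.308, 0.575 and 0.933 from limma. Its change over both groups passed the DEG threshold with any 1 fish left out. In asymptomatic fish it was no DEG without 3‰-treated replicate 1 (-1.30) or 2 (-0.88) or 6‰-treated replicate 1 (-1.30), 2 (-0.98) or 3 (-1.34), and in symptomatic fish without 3‰-treated replicate 1 (-1.19) or 2 (-1.23) or 6‰-treated replicate 2 (-1.14) or 3 (-0.86). CI01000397_00142266_00144610 and CI01000140_02095891_02110510 were singled out after their values were seen. The 14 immunoglobulin genes all had an interaction of salinity and symptoms below 0 (median -1.33), also after median-ratio scaling and quantile normalization, and 0 passed the DEG threshold. Many of these genes varied together across fish, so the 14 are not separate results. With a pseudocount of 0.01 or without 6‰-treated symptomatic replicate 2, 12 were below 0. The median lay between -0.81 (without 3‰-treated asymptomatic replicate 1) and -1.82 with 1 fish left out, and without 1 fish 1 passed (3‰-treated asymptomatic replicate 3, 6‰-treated asymptomatic replicate 2 or 6‰-treated symptomatic replicate 1), 2 passed (3‰-treated symptomatic replicate 1) or 3 passed (6‰-treated symptomatic replicate 3).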
